# Genomic pathways modulated by Twist in breast cancer

**DOI:** 10.1186/s12885-016-3033-3

**Published:** 2017-01-13

**Authors:** Farhad Vesuna, Yehudit Bergman, Venu Raman

**Keywords:** Breast cancer, Genomics, Twist, Orthotopic, Xenograft, Mouse model, Pathways, Genes, Microarray, Human

## Abstract

**Background:**

The basic helix-loop-helix transcription factor TWIST1 (Twist) is involved in embryonic cell lineage determination and mesodermal differentiation. There is evidence to indicate that Twist expression plays a role in breast tumor formation and metastasis, but the role of Twist in dysregulating pathways that drive the metastatic cascade is unclear. Moreover, many of the genes and pathways dysregulated by Twist in cell lines and mouse models have not been validated against data obtained from larger, independant datasets of breast cancer patients.

**Methods:**

We over-expressed the human Twist gene in non-metastatic MCF-7 breast cancer cells to generate the estrogen-independent metastatic breast cancer cell line MCF-7/Twist. These cells were inoculated in the mammary fat pad of female severe compromised immunodeficient mice, which subsequently formed xenograft tumors that metastasized to the lungs. Microarray data was collected from both in vitro (MCF-7 and MCF-7/Twist cell lines) and in vivo (primary tumors and lung metastases) models of Twist expression. Our data was compared to several gene datasets of various subtypes, classes, and grades of human breast cancers.

**Results:**

Our data establishes a Twist over-expressing mouse model of breast cancer, which metastasizes to the lung and replicates some of the ontogeny of human breast cancer progression. Gene profiling data, following Twist expression, exhibited novel metastasis driver genes as well as cellular maintenance genes that were synonymous with the metastatic process. We demonstrated that the genes and pathways altered in the transgenic cell line and metastatic animal models parallel many of the dysregulated gene pathways observed in human breast cancers.

**Conclusions:**

Analogous gene expression patterns were observed in both in vitro and in vivo Twist preclinical models of breast cancer metastasis and breast cancer patient datasets supporting the functional role of Twist in promoting breast cancer metastasis. The data suggests that genetic dysregulation of Twist at the cellular level drives alterations in gene pathways in the Twist metastatic mouse model which are comparable to changes seen in human breast cancer﻿s. Lastly, we have identified novel genes and pathways that could be further investigated as targets for drugs to treat metastatic breast cancer.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-016-3033-3) contains supplementary material, which is available to authorized users.

## Background

Despite significant advancements in understanding the biology of breast cancer progression, there are still many aspects of this disease that are not well understood, such as the metastatic process, which is the largest cause of mortality in breast cancer patients. There has been a concerted effort to understand the mechanics of this process in order to provide new opportunities to design targeted interventions to inhibit or prevent metastatic progression. A number of in vitro and in vivo mouse preclinical models have been used to identify key components that are drivers of the metastatic process. However, given the heterogeneity of breast cancer and the relevance of the model used to the human disease, there are significant quantitative and qualitative differences between human breast tumors and preclinical mouse models. One possible alternative is to define gene-specific alterations and higher order pathways that are dysregulated both in human breast cancers and in preclinical mouse models and cell lines. If the dysregulated gene signatures identified from breast cancer patient samples can be functionally validated in cell lines and in xenograft models, this may help in understanding breast cancer progression. Simultaneously, if genetic changes that contribute to breast cancer progression can be catalogued using cell line and xenograft-based models, it may be possible to derive gene signatures that, at least partly, replicate the progression of breast cancer in humans. Importantly, this could be accomplished in cell lines that ordinarily do not express these genes. It may also be possible to altogether avoid mouse models in certain types of breast cancers if cell lines are demonstrated to be validated surrogates of the cancer.

In our quest to genetically define breast cancer progression, we identified the gene Twist (TWIST1), which promotes the metastatic process in humans. Twist is a transcription factor belonging to the basic helix-loop-helix (bHLH) family of proteins and is essential for normal vertebrate development [1–3]. Twist is overexpressed in breast [4, 5], gastric [6], and prostate cancers [7], as well as in melanomas [8], gliomas [9], osteosarcomas [10], and rhabdomyosarcomas [11]. Functionally, Twist overexpression promotes breast cancer by increasing angiogenesis and chromosomal instability [4, 12], and by downregulating E-cadherin [13] and estrogen receptor [14]. We have also demonstrated that Twist promotes the breast cancer stem cell phenotype by regulating CD24 [15]. Even though the functional roles of Twist in cancer biogenesis are well documented, there is, however, little evidence presented in the literature characterizing the global dysregulation of genes and pathways brought about as a direct consequence of Twist overexpression [4, 5]. Here, we show by establishing a new mouse orthotopic xenograft model, that breast tumors overexpressing Twist are highly metastatic to the lungs. We also demonstrate that the genes and pathways altered in our Twist over expressing cell line and metastatic xenograft mouse model recapitulate some of the observations seen in human breast tumors. Our data establishes a new mouse model of metastatic breast cancer that can be used to test the efficacy of therapies for breast cancer treatment.

## Methods

### Cell lines and animal experiments

MCF-7 cell line was originally obtained from ATCC (Manassas, VA). MCF-7/Twist cell line was created earlier [4] and constitutively over-expresses Twist. One million MCF-7/Twist cells were injected into the second left mammary fat pad of female SCID mice which were 4–6 weeks old. Breast tumors were allowed to grow for a period of 2 months after which the tumors were resected in a sterile environment. MCF-7/Twist primary tumor explants were then grown in tissue culture till cell lines were obtained. Fibroblast contamination was removed by using low concentrations of G418 for short periods. After a further period of 2 months, mice were sacrificed and lungs were examined for metastases. Lungs were minced under sterile conditions and made into a single cell suspension by dispersing the tissue using collagenase and DNase I treatment. Single cells were then plated in cell culture dishes and expanded till enough MCF-7/Twist metastatic cells were obtained for RNA extraction. RNA was extracted from all cell lines in the early part of their growth for performing microarray analysis.

### Microarray analysis

The RNA samples were converted into double stranded cDNA which was subsequently transcribed into biotinylated complementary RNA. After purification and fragmentation, the cRNA was hybridized to GeneChip Human Genome U133 Plus 2.0 array chips (Affymetrix, Santa Clara, CA), and scanned using an Affymetrix GeneChip Scanner 3000 with default parameters to obtain gene expression profiles. Affymetrix CEL file data was extracted and their data was normalized using RMA (Robust Multi-array Average), and averaged over biological replicates, creating the quantile-normalized log2 transcript signal values used in subsequent ANOVA analyses. Analysis was performed using Genomic Suite Software 6.6 (Partek, St. Louis, Missouri).

Genes whose expression differed by at least 1.5 fold from the median in at least 20% of the arrays were retained. We identified genes that were differentially expressed among the classes using a multivariate permutation test [16]. We used the multivariate permutation test to provide 90% confidence that the false discovery rate was less than 10%. The false discovery rate is the proportion of the list of genes claimed to be differentially expressed that are false positives. The multivariate permutation test is non-parametric and does not require the assumption of Gaussian distributions.

### Hierarchical clustering analysis

To confirm the relationship between the various classes, we performed unsupervised hierarchical clustering of classes using the UPGMA (Unweighted Pair Group Method with Arithmetic Mean) method.

### Volcano plots

To further study the gene expression differences among the different samples, we visualized the data by volcano plots. The log_2_ fold-change in expression is seen on the x-axis with red depicting mRNAs that are up-regulated and green depicting mRNAs that are down-regulated. The y-axis depicts the -log_10_ significance between the classes. The horizontal line depicts *P* = 0.05 and values above were considered statistically significant.

## Results

### Experimental study design and bioinformatics analysis

To study genomic pathways that are disrupted by Twist expression in breast cancer, we designed an experimental plan that encompasses cell culture, a mouse xenograft model, and human breast cancer samples (Fig. 1). 

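Twist, encoded by TWIST1, is a basic helix-loop-helix transcription factor that represses epithelial genes. The array carries 1 probe set for TWIST1. Its log2 signal was 4.74 ± 0.20 (SD, n = 2) in MCF-7 and 4.53 ± 0.18 (SD, n = 2) in MCF-7/Twist, a log2 fold change of -0.21 (standard error 0.14, adjusted p = 0.274), so it did not pass the test. It was 4.23 ± 0.17 (SD, n = 2) in primary tumor cultures and 4.23 ± 0.09 (SD, n = 4) in lung metastasis cultures. Whether this probe set reads the Twist transgene is not known, because its probes and the transgene's untranslated sequence were not compared here.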

We stably overexpressed Twist in MCF-7 breast cancer cells to establish the MCF-7/Twist cell line. Functional analysis revealed that this cell line is aggressive, forms large primary tumors, and is metastatic when implanted orthotopically in the breast of SCID mice [4]. Inoculation of MCF-7/Twist cells into the mammary fat pad of SCID mice gave rise to tumors in all mice (*n* = 8) within 1–2 months. These tumors were surgically resected two months after inoculation and expanded into cell lines. After an additional period of 1–2 months, all mice had developed lungs metastases, which were confirmed by histological analysis of the lungs. We thus established an orthotopic mouse xenograft model of breast cancer that mirrors the ontogeny of tumor formation and progression of lung metastasis in humans (Fig. 1). 

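MCF-7 is a human breast cancer cell line that expresses estrogen receptor alpha and has an epithelial, luminal form. MCF-7/Twist carries a Twist transgene. Primary tumors and lung metastases grew in mice inoculated with MCF-7/Twist cells and were cultured before RNA was extracted. RNA was hybridized to Affymetrix Human Genome U133 Plus 2.0 arrays, whose probe sets, apart from controls, read human transcripts. The authors turned the scans into log2 probe-set signals with RMA in Partek Genomics Suite, which corrects background, quantile-normalizes the arrays and summarizes probes. The table holds 11 single arrays: 2 of MCF-7, 2 of MCF-7/Twist, 2 of primary tumors and 5 of lung metastases 1, 2, 8 and 10. The 2 arrays of metastasis 8 were averaged. The array medians lay between 6.60 and 6.72, and median shifts against MCF-7 were -0.03 for MCF-7/Twist, 0.05 for primary tumors and 0.06 for lung metastases. Differences were fitted with limma over the 4 groups and are log2 fold changes. Probe sets were called up-regulated or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 1.5, and a fold given as passing the test met both. A gene with several probe sets is represented by the one with the highest mean signal, unless a probe set is named. Genes named for the largest changes are given at the probe set with that change. Gene groups were tested against all other genes with limma's camera, adjusted over 31 lists. The lists, the rule for naming genes, and the tests and their thresholds, except those marked as chosen later, were set before the data were examined, but after the paper's supplementary tables had been read. The number of arrays limits the precision of every value.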

In order to analyze the genes and pathways that were dysregulated by Twist in our models, we studied RNA transcripts from the parental MCF-7 and the Twist over expressing MCF-7/Twist cell lines, primary orthotopic tumors and lung metastases in mice. RNA was analyzed by microarray analysis.

**Fig. 1:**
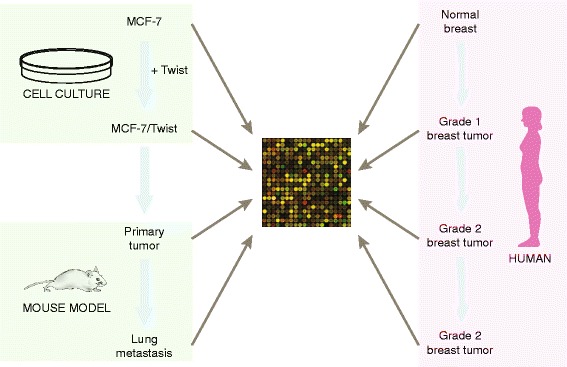
Overall methodology of the approach adopted in this research work. Twist was stably overexpressed in MCF-7 cells creating the MCF-7/Twist cell line. These Twist overexpressing cells were orthotopically inoculated in female SCID mice to form breast tumors which subsequently gave rise to lung metastases. Microarray analysis was performed at all stages of this process - the parental MCF-7 cell line, MCF-7/Twist cell line, primary breast xenograft tumors, and lung metastasis. In parallel, human breast tumors of grades 1–3 were also analyzed for gene expression

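MCF-7, MCF-7/Twist and tumor-culture RNA was read by probe sets for human transcripts and for 62 control sequences. The latter include bacterial transcripts used as added controls, and ribosomal RNA. The 54613 probe sets for human transcripts were tested. Of these, 41091 carried 1 gene symbol in the array annotation used here, 1801 carried several and 11721 carried none. The probe sets with 1 symbol covered 19775 genes, of which 19735 were matched by gene number to the current human gene table. Log2 signals ranged from 2.78 to 14.77.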

A total of 54,675 probe sets were obtained from microarray analysis after normalization. Of these, using the NetAffyx Annotation Release 35 dataset, probe sets of unknown origin (8,841), controls (62), and probes mapping to multiple gene assignments (2,796) were discarded. The remaining 42,976 probe sets were mapped to 21,655 genes.

To study the overall variation between the sample classes, we initially performed unsupervised PCA analysis (Fig. 2a). PCA analysis showed that the parental MCF-7 clustered with the MCF-7/Twist cell line, while the xenograft tumors clustered with the metastatic tumors, and the samples from breast cancers formed an independent tightly knit cluster. 

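Along the axis of largest variance, cultured primary tumors and lung metastases lay at one end and MCF-7/Twist, the Twist-carrying line, at the other, with MCF-7 between them. Genes that were higher in tumor cultures than in both cell lines included FASN, the fatty acid synthase. At its most changed probe set the log2 difference was 4.19 (standard error 0.18, adjusted p = 7.41e-08), while its other probe set did not rise. SUPT16H, a subunit of a histone chaperone, differed by 4.10. PHLDB2, which anchors microtubules at the cell edge, was lower in tumor cultures by -3.90 and GALC, a lysosomal galactosidase, by -3.97. MCF-7/Twist carries most of the differences in PHLDB2 and GALC, since primary tumors differed from it by -6.82 and -6.00 and from MCF-7 by -0.86 and -3.08. In all, 10000 probe sets were higher and 9864 lower in tumor cultures than in the cell lines. Principal component 1 held 71.1% of the variance, with scores of 51.79 and 55.85 for MCF-7, 173.7 and 175.2 for MCF-7/Twist and -70.24 to -59.67 for the 7 tumor-culture arrays. Component 2 held 18.1%, and MCF-7 stood alone on it at 94.99 and 97.19, against -49.42 to -46.52 for MCF-7/Twist and -21.23 to -4.929 for the tumor cultures. The bacterial transcripts added before hybridization also differed between tumor-culture and cell-line arrays, by a median of 1.04 on the log2 scale. Human breast tumors were not analysed here.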

The cell lines MCF-7 and MCF-7/Twist clustered relatively further apart from one another indicating that over expression of Twist caused large genomic changes in the parental MCF-7 cells. 

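Cell junction genes were lower in MCF-7/Twist than in MCF-7. Of 23 genes of epithelial junctions and polarity, 19 were down-regulated and none was up-regulated (19 and none adjusted over the list alone), with a median log2 fold change of -2.51 (camera, adjusted p = 7.81e-15). EPCAM, an adhesion molecule of epithelial cells, had a log2 fold change of -4.12 (standard error 0.08, adjusted p = 3.38e-11). CLDN7, a claudin of tight junctions, changed by -4.48. Of 28 mesenchymal genes, 15 were up-regulated and 2 down-regulated (15 and 2 adjusted over the list alone), with a median of 0.90 (camera, adjusted p = 7.40e-06, and adjusted p = 0.0964 with an estimated correlation between genes, which ends the call). VIM, the intermediate filament vimentin, had a log2 fold change of 5.50 (standard error 0.12, adjusted p = 7.33e-11), and AKAP12, a scaffold of protein kinase A, changed by 5.89. COL5A1 (-1.14) and COL5A2 (-2.06), chains of fibrillar collagen, went against the mesenchymal list. The junction call held with an estimated correlation between genes (adjusted p = 0.0368). Over all probe sets, the mean Pearson correlation between an MCF-7 and an MCF-7/Twist array was 0.928. The TWIST1 probe set itself did not pass the test.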

From the close clustering of the orthotopic primary and metastatic tumors, we surmise that the gene alterations induced by Twist expression were attenuated to some degree in the in vivo mouse model.

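Tumor cultures resembled MCF-7 more than MCF-7/Twist in the genes of epithelial and mesenchymal form. VIM had a log2 signal of 7.76 ± 0.01 (SD, n = 2) in primary tumors and 7.72 ± 0.12 (SD, n = 4) in lung metastases, against 7.95 ± 0.05 (SD, n = 2) in MCF-7 and 13.45 ± 0.08 (SD, n = 2) in MCF-7/Twist. EPCAM stood at 12.90 and 12.84 in the tumors, 13.12 in MCF-7 and 9.00 in MCF-7/Twist. Of the junction genes, 4 were up-regulated against MCF-7 and none was down-regulated in each tumor class (the same numbers adjusted over the list alone), among them CLDN3, a claudin, at 1.48 and 1.43. The list's median was -0.10 with a mean of 0.15 in primary tumors, and the median was 0.03 in lung metastases. Of the mesenchymal genes, 7 were down-regulated in primary tumors and 8 in lung metastases, and none was up-regulated (the same adjusted over the list alone). SPARC, a collagen-binding matrix protein, changed by -1.64 and -1.61. Neither list passed camera in the tumors (adjusted p = 0.681 or above for all 31 lists). Of the 12073 probe sets changed in MCF-7/Twist, 7428 were not called in primary tumors, and 73.1% differed back between MCF-7/Twist and primary tumors, as did 73.2% between MCF-7/Twist and lung metastases. From the separation of MCF-7/Twist from MCF-7 the paper proposes that Twist caused large changes, and from the close clustering of primary and metastatic tumors it proposes that these changes were weakened in the mouse.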

**Fig. 2:**
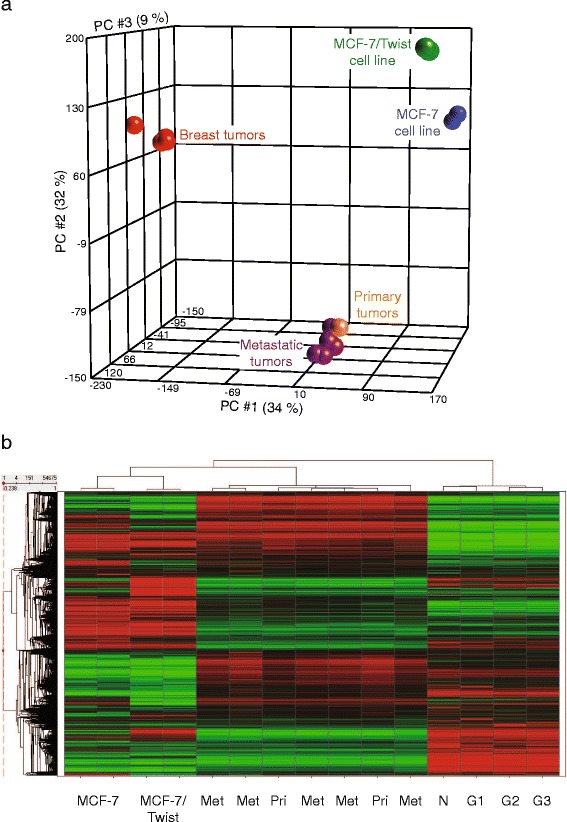
**a** PCA (principal component analysis) plot displaying relative variation between all samples used in the study. Principal components 1, 2, and 3 account for 34%, 32%, 9% of the variability, respectively. **b** Heat map comparing the gene expression levels of MCF-7, and MCF-7/Twist cell lines, primary breast tumors (Pri), lung metastases (Met), and human breast tumors (grade 1 = G1, grade 2 = G2, grade 3 = G3). Normal breast gene expression levels are indicated by N

Hierarchical clustering analysis was performed on the MCF-7 and MCF-7/Twist cell lines, on the mouse primary xenograft tumors, and lung metastases and on the human breast tumors (Fig. 2b). From the hierarchical clustering analysis, we determined the closest relationship observed was within human tumor samples and the mouse xenograft samples (Fig. 2b). We also observed the clustering of cell lines according to their propensity to metastasize with MCF-7 cell being farthest from MCF-7/Twist lung metastases.

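Lung metastasis cultures were nearer to MCF-7 than to MCF-7/Twist, as single genes show. TFF1, a secreted peptide induced by estrogen, had a log2 signal of 14.54 in MCF-7, 6.75 in MCF-7/Twist and 14.22 in lung metastases. SFTA3, a surfactant-associated gene, stood at 3.71, 11.57 and 3.72 in the same order, and DNAJC15, a mitochondrial chaperone, at 11.79, 4.36 and 11.30. Over all probe sets, the mean Euclidean distance to the lung metastasis arrays was 171 from MCF-7 and 248 from MCF-7/Twist. MCF-7 and MCF-7/Twist were 193 apart. In average-linkage clustering the tumor arrays joined each other first, MCF-7 joined them at 170 and MCF-7/Twist joined last at 235. After each probe set was divided by its SD over the arrays, a setting chosen after the data had been seen, MCF-7 and MCF-7/Twist joined each other at 364 and joined the tumors at 407.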

### Gene expression analysis

We compared mRNA expression between all three groups (MCF-7/Twist cells, primary tumors, and lung metastases) using parental MCF-7 cells as controls (Fig. 3a). There were a total of 1,451 probe sets that were common between all three datasets (MCF-7/Twist cells, MCF-7/Twist primary tumors and metastases) of which 516 were up-regulated and 935 were down-regulated (Fig. 3a). 

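Among genes lowered in all 3 classes, MYC, a transcription factor that drives growth, had log2 fold changes of -1.16 in MCF-7/Twist, -0.83 in primary tumors and -0.70 in lung metastases. PDPK1, the kinase that activates AKT, changed by -0.63, -0.78 and -0.81, with another probe set raised in lung metastases (0.59). HPGD, the enzyme that degrades prostaglandins, changed by -7.33, -3.66 and -4.48 at the probe set with the largest change. Among the genes raised in all 3, BICC1, an RNA-binding protein, changed by 6.06, 0.87 and 0.93. In all, 840 probe sets were up-regulated and 1445 down-regulated in all 3 classes. If calls in MCF-7/Twist were independent of those that the tumor classes share, 1006 and 855.7 would be called in all 3. At an unadjusted p 2384 were called the same way in all 3, and simulated groups without changes, compared with the same MCF-7 arrays, shared 15.35 on average. Groups without changes give few calls, so that number does not show what sharing the arrays adds where many probe sets change. All 3 comparisons use the same 2 MCF-7 arrays, which are too few to be divided between them.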

See Additional File 1 for the complete list of genes up and down-regulated in all three classes. We validated the top two genes by quantitative reverse transcription polymerase chain reaction (qRT-PCR) in these two datasets and the results are shown in Additional File 2.

**Fig. 3:**
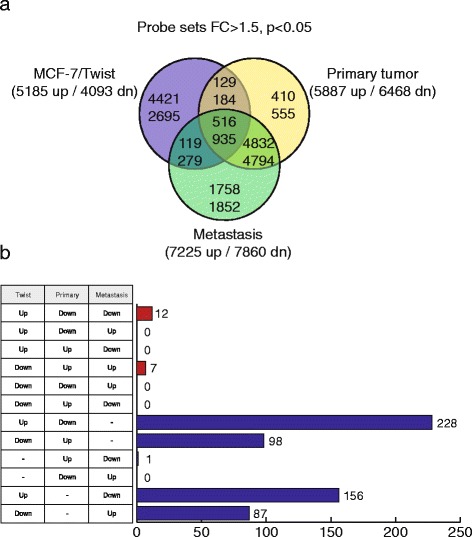
**a** Venn diagram displaying the probe sets and genes up and down-regulated in the various classes. Only genes that varied significantly (fold-change >1.5, and P < 0.05) are displayed. Numbers on top row indicate probe sets with increased expression, while numbers in lower row indicate probe sets with decreased expression. **b** Combined table and histogram displaying the number of genes that were expressed differentially in the three classes. The table indicates the direction of expression and the histogram indicates the number of genes expressed in the classes

Next, we analyzed the expression data for genes that were differentially expressed in the three groups (Fig. 3b). 

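Among genes raised in MCF-7/Twist and lowered in both tumor classes, IL6R, the interleukin-6 receptor, had a log2 fold change of 2.26 (standard error 0.16, adjusted p = 9.22e-07) in MCF-7/Twist and log2 fold changes of -1.62 in primary tumors and -1.69 in lung metastases. ADAM9, a membrane protease, changed by 1.79, -1.75 and -1.11 (another of its probe sets rose by 1.22 in lung metastases), and PROCR, the receptor of protein C, by 2.08, -1.49 and -1.90. The direct difference between primary tumors and MCF-7/Twist was -3.88 for IL6R (adjusted p = 8.53e-09) and -3.58 for PROCR (adjusted p = 3.21e-08). In all, 1236 probe sets were called in these directions.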

When comparing multidirectional gene expression in three classes, 12 probe sets were up-regulated in MCF-7/Twist while being down-regulated in the primary tumors and metastases. On the other hand, we found 7 probe sets down-regulated in MCF-7/Twist that were up-regulated in primary tumors and metastases. 

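Among genes lowered in MCF-7/Twist and raised in both tumor classes, SPINT1, an inhibitor of membrane serine proteases, had log2 fold changes of -1.73, 1.70 and 1.73. SIAH2, an estrogen-induced ubiquitin ligase, changed by -1.81, 1.67 and 1.57, and HSPB1, a small heat shock protein, by -1.78, 1.30 and 1.10. IGFBP4, which binds insulin-like growth factors, changed by -2.27, 3.12 and 2.70. All 4 differed directly between primary tumors and MCF-7/Twist, with SPINT1 at 3.43 (standard error 0.13, adjusted p = 3.78e-09). In all, 672 probe sets were called in these directions.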

Subsequently, we compared multidirectional gene expression across two classes. 228 probe sets were up-regulated in the MCF-7/Twist cell line while being down-regulated in primary tumors. Similarly, 156 probe sets were up-regulated in Twist cells while down-regulated in metastatic tumors. Conversely, 98 probe sets were down-regulated in MCF-7/Twist cells while they were up regulated in primary tumors. Similarly, 87 probe sets were down-regulated in Twist cells while being up-regulated in metastatic tumors. 

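STC2, a secreted glycoprotein induced by estrogen and by stress, was up-regulated in MCF-7/Twist with a log2 fold change of 1.27 (standard error 0.29, adjusted p = 0.00523) and down-regulated in primary tumors with a log2 fold change of -1.18 (standard error 0.29, adjusted p = 0.00536). In lung metastases it had a log2 fold change of -0.57, a fold under 1.5, and passed the test only without metastasis 10 (-0.81). The direct difference between lung metastases and primary tumors did not pass (adjusted p = 1.0). In all, 1364 probe sets were up-regulated in MCF-7/Twist and down-regulated in primary tumors, against 1087 for independent changes. Of these, 128 were not called lower in lung metastases.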

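PLIN2, which coats lipid droplets, had a log2 fold change of 3.16 (standard error 0.15, adjusted p = 2.73e-08) in MCF-7/Twist and -0.89 (standard error 0.13, adjusted p = 1.36e-04) in lung metastases. CRKL, an adaptor of tyrosine kinase signaling, changed by 1.39 and -0.65, and FADS2, a fatty acid desaturase, by 1.04 and -0.65. In lung metastases both calls were lost without metastasis 10 (-0.54 for each), and that of CRKL also without MCF-7 replicate 2 (-0.57). Another CRKL probe set rose by 2.01. In all, 1522 probe sets went up in MCF-7/Twist and down in lung metastases, against 1158 for independent changes. Of these, 286 were not called lower in primary tumors.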

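CA12, a carbonic anhydrase induced by estrogen, had a log2 fold change of -4.49 (standard error 0.18, adjusted p = 7.67e-09) in MCF-7/Twist and one of 0.64 (adjusted p = 0.0106) in primary tumors. The primary tumor call was lost without MCF-7 replicate 2 (0.60) and without primary tumor replicate 1 (0.58). In lung metastases CA12 changed by 0.41, a fold under 1.5, with metastasis 10 lower than the other 3. Another CA12 probe set was lower in primary tumors, by -0.98. In all, 774 probe sets went down in MCF-7/Twist and up in primary tumors, fewer than the 943.3 for independent changes. Of these, 102 were not called higher in lung metastases.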

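MX2, an antiviral GTPase induced by interferon, had a log2 fold change of -0.74 (standard error 0.13, adjusted p = 0.00103) in MCF-7/Twist and one of 0.64 (standard error 0.11, adjusted p = 5.80e-04) in lung metastases. In primary tumors its log2 fold change was 0.49, a fold under 1.5, and 0.59 without primary tumor replicate 1, which passes. In all, 736 probe sets went down in MCF-7/Twist and up in lung metastases, fewer than the 964.1 for independent changes. Of these, 64 were not called higher in primary tumors.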

Overall, we found that Twist caused larger changes in gene expression in the MCF-7/Twist cell line as compared to changes caused in the primary or metastatic tumor classes. 

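Changes in MCF-7/Twist were fewer than in the tumor classes but larger. TCEAL9, a regulator of transcription elongation, had a log2 fold change of 8.04 (standard error 0.15, adjusted p = 3.38e-11) in MCF-7/Twist, and TSPYL5, a nucleosome assembly protein, a log2 fold change of -7.73 (standard error 0.14, adjusted p = 3.12e-11). Neither passed the test in primary tumors, at 0.23 and -0.03, or in lung metastases, at 0.22 and 0.16. Of the called probe sets, 1122 rose and 661 fell more than 4-fold in MCF-7/Twist. These numbers were 508 and 152 in primary tumors, and 495 and 135 in lung metastases. Over all probe sets, the log2 fold changes had an SD of 0.804 in MCF-7/Twist, 0.693 in primary tumors and 0.697 in lung metastases.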

Complete probe sets are listed in Additional File 3.

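Luminal genes were lower in MCF-7/Twist than in MCF-7. Of 18 luminal epithelial genes, 16 were down-regulated and none was up-regulated (the same adjusted over the list alone), with a median log2 fold change of -2.70 (camera, adjusted p = 6.42e-12; adjusted p = 0.0368 with an estimated correlation). KRT18, a keratin of simple epithelia, had a log2 fold change of -2.77 (standard error 0.07, adjusted p = 1.54e-10), and PRLR, the prolactin receptor, a log2 fold change of -5.48 (standard error 0.14, adjusted p = 2.70e-10). NPY1R, a neuropeptide Y receptor, changed by -8.51. Among raised genes, BCHE, butyrylcholinesterase, changed by 7.71, CNN3, an actin-binding calponin, by 7.67 and CAVIN2, a coat protein of caveolae, by 7.18. In all, 6490 probe sets were up-regulated and 5583 down-regulated, which is 22.1% of those tested and covers 3730 and 3319 genes. Among the 14686 probe sets that vary at least 1.5-fold from their median in 20% of arrays, 4206 were called.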

A total of 9,278 probe sets (6,478 genes) had their expression significantly altered (FC > 1.5, P < 0.05) in the MCF-7/Twist cell line (5,185 probe sets/3,497 genes up-regulated and 4,093 probe sets/2,981 genes down-regulated). The probe sets differentially expressed (up and down-regulated) in MCF-7/Twist cells are listed in Additional file 4. The top two genes in both directions were validated by qRT-PCR and the result is shown in Additional file 5.

In the primary tumors, 12,355 probe sets (10,182 genes) had altered expression compared to MCF-7 (5,887 probe sets/4,771 genes up-regulated and 6,648 probe sets/5,411 genes down-regulated) (See Additional File 6 for complete list). 

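Genes raised in primary tumors over MCF-7 included GNA13, a G protein subunit that activates Rho, with a log2 fold change of 4.49 (standard error 0.30, adjusted p = 1.72e-06). DHX9, an RNA helicase, changed by 4.46, ARHGAP35, a Rho GTPase-activating protein, by 3.75 and CBX5, heterochromatin protein 1 alpha, by 4.34. These values are of the most raised probe set of each gene. The brightest probe set of DHX9 was lowered (-0.62), and a second one was raised (3.32). That of GNA13 did not pass (-0.19). GNA13 and ARHGAP35 also had a lowered probe set (-0.63 and -0.74). Lowered genes included DUSP4, a phosphatase that switches off MAP kinases, with a log2 fold change of -3.07 (standard error 0.30, adjusted p = 1.68e-05), and NR2F1, an orphan nuclear receptor, at -3.22. In all, 9227 probe sets were up-regulated and 9143 down-regulated, 33.6% of those tested, which covers 5497 and 5912 genes. The other probe sets of a gene often did not match its largest rise. For the 100 genes with the highest raised probe sets in both tumor classes, these had a median of 2.97, and the 242 other probe sets of the same genes had a median of 0.09. Choosing genes by their highest probe set lowers the others in comparison, and 52 of the genes had another called probe set. Chosen the same way, genes raised in MCF-7/Twist had medians of 5.33 and 1.56. The bacterial transcripts added before hybridization separate the same arrays, with a median difference of 1.04.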

The qRT-PCR validation is displayed in Additional File 7.

In comparison to MCF-7 cells, the metastatic tumors had 15,085 probe sets (12,183 genes) that were significantly altered of which 7,225 probe sets/5,825 genes were up-regulated and 7,860 probe sets/6,358 genes were down-regulated (Additional File 8). 

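Among genes that differed between lung metastases and MCF-7, ARID1A, a chromatin remodeling subunit, had a log2 fold change of 3.92 (standard error 0.16, adjusted p = 5.36e-08) at its most changed probe set and changes of 1.40, 0.29 and -0.18 at the others. PTPRO, a receptor tyrosine phosphatase, changed by 3.90 and PRR14, a nuclear lamina protein, by 3.99. GJA1, a connexin of gap junctions, had a log2 fold change of -3.24 (standard error 0.29, adjusted p = 5.42e-06), and HERC5, an interferon-induced ligase of ISG15, changed by -1.62. In all, 9431 probe sets were up-regulated and 9748 down-regulated, 35.1% of those tested, which covers 5596 and 6288 genes. The direct comparison of lung metastases with primary tumors called only 2 probe sets, both lower in metastases and named here after their values were seen. ISG15, a ubiquitin-like protein that interferon induces, had a log2 fold change of -1.65 (standard error 0.16, adjusted p = 0.0171). The other, of SLC9D1, named TMCO3 in the paper's tables, had a log2 fold change of 1.66 in primary tumors and -0.74 in lung metastases. At an unadjusted p under 0.05 and the same fold, limma called 46 higher and 170 lower, and an ordinary linear model without moderation called 84, and 0 once its p was adjusted. Limma called 15 without metastasis 8, 0 when only these groups were fitted, and 1 without either replicate of MCF-7, MCF-7/Twist or primary tumors or without metastasis 2, where the call of ISG15 was lost.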

The top genes from the up and down-regulated datasets were validated by qRT-PCR (Additional File 9).

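Of the genes that changed the same way in both tumor classes, AKT1, a growth and survival kinase, had a log2 fold change of 2.13 (standard error 0.17, adjusted p = 5.27e-06) in primary tumors and one of 2.13 in lung metastases. TPX2, which assembles the mitotic spindle, changed by 1.55 and 1.55. PPP3R1, the regulatory subunit of calcineurin, changed by -2.75 and -3.04, and CTNNB1, beta-catenin, by -1.05 and -1.10. In all, 8464 probe sets were up-regulated and 8370 down-regulated in both tumor classes, where 1593 and 1632 would be shared by independent changes. At an unadjusted p 16957 were shared, and simulated groups without changes shared 32.55 on average. Of these 16834 probe sets, 12641 were not called in MCF-7/Twist, and 12116 also differed the same way from MCF-7/Twist in both classes. Since both classes were compared with the same 2 MCF-7 arrays, part of the excess may come from those arrays. The simulated groups held no changes, so their small overlap cannot show how large that part is. The tumor-culture arrays also differed from the cell-line arrays in the added hybridization controls, by a median of 1.04. Array processing may thus add to the excess, which was not tested.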

As could be expected, bioinformatics analysis indicated that the largest overlap of 11,077 probe sets occurred between the primary and metastatic tumors (5,348 up- and 5,729 down-regulated). This is displayed in Fig. 3a, and the complete list is in Additional File 10. Additional File 11 displays the results of the validation of this data by qRT-PCR.

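AGR2, a protein disulfide isomerase of secretory epithelia, was lower in MCF-7/Twist, with a log2 fold change of -5.52 (standard error 0.58, adjusted p = 2.24e-05), and in lung metastases, with a log2 fold change of -1.81 (standard error 0.50, adjusted p = 0.00931). The call in lung metastases was lost without MCF-7 replicate 1 (-1.78) or 2 (-1.85). The log2 signal ran from 10.2 in metastasis 1 down to 7.83 in metastasis 10. AGR2's other probe set was also lower in MCF-7/Twist (-1.97) but did not pass in lung metastases (-0.14). KLK10, a secreted serine protease, changed by -1.37 and -0.64, and BGN, a matrix proteoglycan, by -1.02 and -0.80. Raised in both was ITGA6, an integrin subunit that binds laminin, at 2.46 and 1.35, though its second probe set was lower in lung metastases (-0.95). In all, 928 probe sets were up-regulated and 1707 down-regulated in both classes, against 1121 and 996.5 for independent changes. At an unadjusted p 2731 were shared, and simulated groups without changes shared 33.05 on average. Such groups give few calls, so that number does not show what the shared MCF-7 arrays add.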

There were 1,849 probe sets in common between the MCF-7/Twist cell line and metastasis (635 up- and 1,214 down-regulated), the complete list of which is displayed in Additional File 12. Validation of the top 2 genes (up and down-regulated) was performed by qRT-PCR and is shown in Additional File 13.

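LINC00052, a long noncoding RNA, was lower in MCF-7/Twist, with a log2 fold change of -4.36 (standard error 0.53, adjusted p = 6.90e-05), and in primary tumors, with a log2 fold change of -3.63 (standard error 0.53, adjusted p = 2.39e-04). SOWAHA, an ankyrin repeat protein, changed by -3.69 and -3.53, and CMPK2, a mitochondrial nucleotide kinase, by -1.99 and -1.71. In all, 955 probe sets were up-regulated and 1552 down-regulated in both classes, against 1097 and 934.7 for independent changes.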

Figure 3a also exhibits that the least overlapping gene signature was between the MCF-7/Twist cells and primary tumor classes, where 1,764 probe sets were regulated commonly (645 up- and 1,119 down-regulated). All the expressed probe sets are displayed in Additional File 14 and the validation performed by qRT-PCR is shown in Additional File 15.

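ABCA3, a lipid transporter, was down-regulated in MCF-7/Twist and lung metastases and not called in primary tumors. It changed by -0.88 in MCF-7/Twist, -0.71 in lung metastases and -0.48 in primary tumors. FTL, the light chain of the iron store ferritin, was up-regulated by 0.84 in MCF-7/Twist and 0.70 in primary tumors, and changed by 0.31 in lung metastases. Counting probe sets called in 1 tumor class and not the other, MCF-7/Twist shared 262 lower and 88 higher with lung metastases alone, and 107 lower and 115 higher with primary tumors alone. Neither gene differed between lung metastases and primary tumors in the direct test (adjusted p = 1.0 and 1.0).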

Intriguingly, the MCF-7/Twist cell line had more down-regulated probe sets in common with the metastatic tumors and more up-regulated probe sets in common with the primary tumors.

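EDIL3 is a secreted matrix protein that binds integrins. Its brightest probe set had a log2 signal of 4.27 ± 0.11 (SD, n = 2) in MCF-7 and 13.50 ± 0.00 (SD, n = 2) in MCF-7/Twist, a log2 fold change of 9.23 (standard error 0.13, adjusted p = 1.77e-11), the highest of all probe sets. The other EDIL3 probe sets changed by 2.31 and 1.90, and the latter also rose in primary tumors (0.73) and lung metastases (0.67). In primary tumors and lung metastases the brightest probe set stood at 4.46 and 4.47, and neither class passed the test against MCF-7.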

Highly expressed transcripts in MCF-7/Twist cells include EDIL3, which has, so far, not been found to be involved in cancer development but is involved in immune system-dependent engulfment of apoptotic cells [17]. 

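LDHB is the B subunit of lactate dehydrogenase, which turns lactate to pyruvate. Both of its probe sets were raised in MCF-7/Twist, one with a log2 fold change of 8.93 (standard error 0.17, adjusted p = 4.99e-11) and the other with one of 7.53. The log2 signal of the first was 5.00 ± 0.40 (SD, n = 2) in MCF-7 and 13.93 ± 0.05 (SD, n = 2) in MCF-7/Twist. In primary tumors it changed by 0.02 and in lung metastases by 0.16, which did not pass the test.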

Another high expressing transcript includes LDHB, which is involved in triple negative breast cancer [18]. ESR1 (estrogen receptor alpha), GATA3 (GATA Binding Protein 3), and CDH1 (E-cadherin) are amongst the genes most down-regulated by Twist expression and shown to be involved in the progression of breast cancer earlier [13, 14, 19]. 

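ESR1 encodes the estrogen receptor that drives luminal growth. Its brightest probe set had a log2 signal of 11.61 ± 0.03 (SD, n = 2) in MCF-7 and 4.97 ± 0.27 (SD, n = 2) in MCF-7/Twist, a log2 fold change of -6.64 (standard error 0.28, adjusted p = 1.42e-08). GATA3, a transcription factor of luminal cells, had a log2 fold change of -7.28 (standard error 0.09, adjusted p = 5.13e-12) at its brightest probe set and of -7.50 at the most changed one. CDH1, the adhesion molecule of epithelial junctions, had a log2 fold change of -6.42 (standard error 0.11, adjusted p = 3.12e-11) at its brightest probe set. In tumor cultures these genes stood near MCF-7 at their brightest probe sets. ESR1 changed by 0.22 in primary tumors and 0.26 in lung metastases, GATA3 by 0.40 and 0.40, and CDH1 by -0.48 and -0.46, all folds under 1.5. Other probe sets of the same genes moved apart. The second probe set of CDH1 changed by -2.23 in MCF-7/Twist, 3.34 in primary tumors and 3.37 in lung metastases. GATA3 had a probe set lower in primary tumors (-0.76) and ESR1 one that rose in MCF-7/Twist (0.63). In the tumors 4 other ESR1 probe sets, none of which passed in MCF-7/Twist, rose by 1.21 to 2.21 in primary tumors and 1.31 to 2.17 in lung metastases, while 1 more changed there by -1.61 and -1.59.

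**Figure D1:**
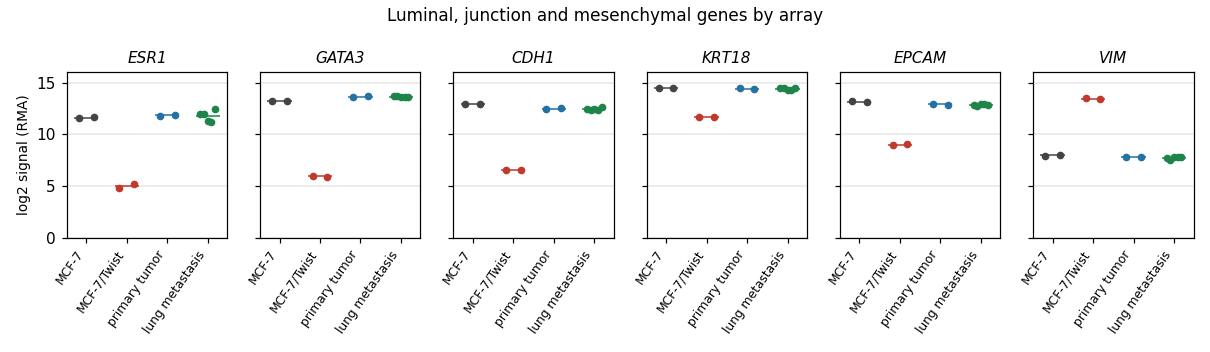
Log2 signal (vertical axis, RMA) of ESR1, GATA3, CDH1, KRT18, EPCAM and VIM on each of the 11 arrays, as points, by group, with the mean of the arrays as a line. The luminal and junction genes were lowest in MCF-7/Twist, VIM was highest there, and the tumor cultures lay near MCF-7 in all 6 genes.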

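SETD5 carries a domain found in histone methyltransferases, and TFAP2A is a transcription factor of epithelial and neural crest cells. The most changed probe set of SETD5 had a log2 fold change of 4.98 (standard error 0.22, adjusted p = 2.30e-07) in primary tumors and one of 5.21 in lung metastases. Another rose by 2.08 and 2.27, and the brightest by 0.95 and 1.07, while 1 more changed by -0.58 (a fold under 1.5) and -0.74. The most changed probe set of TFAP2A had a log2 fold change of 4.55 (standard error 0.36, adjusted p = 5.12e-06) in primary tumors and one of 4.54 in lung metastases. The brightest probe set of TFAP2A did not pass the test, at 0.47 and 0.16, and neither did the remaining one, at 0.19 and 0.20. The probe sets for bacterial control transcripts were lower on the tumor-culture arrays by a median of 1.17.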

Genes that were up-regulated in primary and metastatic tumors included SETD5 (SET domain containing 5) and TFAP2A (transcription factor AP-2 alpha). Intriguingly, very little is known about SETD5 in breast cancer progression and metastasis [20], while TFAP2A is involved in both sporadic and hereditary breast cancer [21, 22]. SLC6A14 (solute carrier family 6, member 14) and TCN1 (transcobalamin 1) were down-regulated genes in primary and metastatic tumors. 

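SLC6A14 is an amino acid transporter and TCN1 a vitamin B12-binding protein secreted by epithelia. SLC6A14 had a log2 signal of 10.79 ± 0.04 (SD, n = 2) in MCF-7 and 3.42 ± 0.06 (SD, n = 2) in primary tumors, a log2 fold change of -7.37 (standard error 1.58, adjusted p = 0.00259). In lung metastases it changed by -5.78 (standard error 1.37, adjusted p = 0.00374), and by -7.28 without metastasis 10. In metastasis 10 the signal was 9.51, lower than in MCF-7 but nearer to it than to the primary tumors. TCN1 had a log2 fold change of -4.36 (standard error 0.58, adjusted p = 1.34e-04) in primary tumors and one of -3.86 in lung metastases. Each gene has 1 probe set on the array.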

On comparing probe sets from all 3 classes, we found that LMO3 (LIM-only protein 3) was the highest significantly up-regulated gene, while SLC6A14 was down-regulated the most amongst the genes. 

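LMO3 encodes a LIM-only adaptor of transcription factors. Its most changed probe set had log2 fold changes of 6.60 in MCF-7/Twist, 1.20 in primary tumors and 1.21 in lung metastases (standard errors 0.12, 0.12 and 0.10). Its mean of 3.0 over the 3 classes was the highest of all probe sets up-regulated in each. PKM, pyruvate kinase, followed with a mean of 2.79, and SLC29A1, a nucleoside transporter, with 2.75. The other 3 LMO3 probe sets rose in MCF-7/Twist, by 1.35 to 3.13, and were not called in the tumors. SLC6A14 had the lowest mean, -6.72, of the probe sets down-regulated in all 3, and its change in MCF-7/Twist was -7.02.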

Further details and complete gene lists can be found in additional files.

To determine the variation in gene expression compared to controls, we displayed our microarray datasets with the help of volcano plots (Fig. 4a). Genes that were significantly different between the two comparison classes are displayed above the horizontal line (P < 0.05). As seen from the volcano plots, the maximum changes induced by Twist overexpression was in the MCF-7/Twist cell line, followed by the primary tumors, and lastly the metastatic tumors.

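DSCAM-AS1, a long noncoding RNA of luminal breast cancer, was the most lowered probe set in MCF-7/Twist, with a log2 fold change of -8.98 (standard error 0.22, adjusted p = 1.89e-10). Its log2 signal was 13.55 in MCF-7, 4.58 in MCF-7/Twist, 12.73 in primary tumors and 12.94 in lung metastases. PDK4, a kinase that shuts off pyruvate oxidation, changed by 7.88 in MCF-7/Twist and did not pass the test in the tumors. At a p under 0.05 before adjustment and any fold, 23423 probe sets differed from MCF-7 in MCF-7/Twist, 31527 in primary tumors and 34590 in lung metastases. The difference in added hybridization controls between tumor-culture and cell-line arrays may add to the last 2 counts, which was not tested. Lung metastases also had more replicates. In 99% of probe sets the log2 fold change, regardless of sign, was smaller than 3.38 in MCF-7/Twist, 2.09 in primary tumors and 2.08 in lung metastases.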

**Fig. 4:**
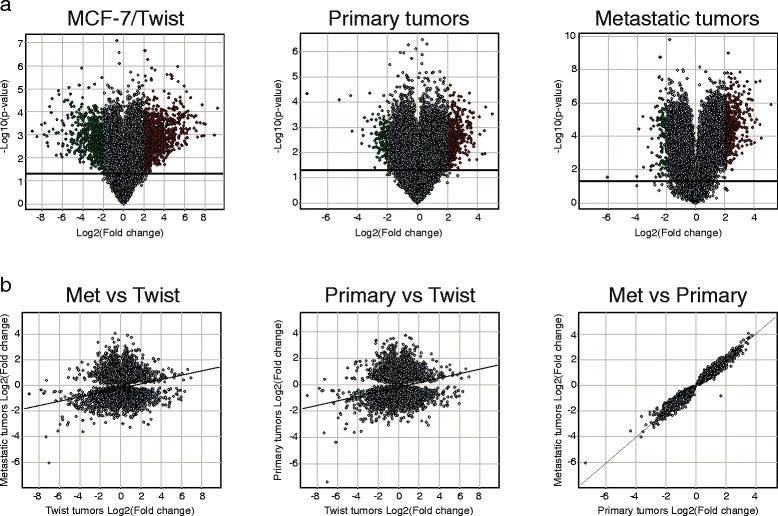
**a** Volcano plots displaying the expression of probe sets in MCF-7/Twist, primary tumors, and metastatic tumors compared to parental MCF-7 cells. Bold line at y = 1.3 corresponds to log10 value of significance (P = 0.05). Significantly up-regulated probe sets are colored red while significantly down-regulated probe sets are indicated in green **b** Scatter plots displaying the correlation between probe sets of various class comparisons - MCF-7/Twist, primary tumors, and metastatic tumors

Finally, we compared the genetic changes caused by Twist expression in the breast cell line and in the orthotopic mouse xenograft and metastasis model. 

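FOXO1, a transcription factor restrained by AKT, separates the classes: it changed by 2.50 in MCF-7/Twist, -0.32 in primary tumors and -0.38 in lung metastases. AGER, a receptor of lung alveolar cells, changed by -0.11, -1.68 and -1.72. Across all probe sets, the log2 fold changes of primary tumors and lung metastases had a Pearson correlation of 0.977 (Spearman's rho 0.975), and 93.4% had the same sign. MCF-7/Twist correlated with primary tumors at 0.051 (rho 0.062, same sign in 52.7%) and with lung metastases at 0.048 (rho 0.058, same sign in 52.3%). Probe sets are not independent replicates. The tumor-culture arrays also differed from the cell-line arrays in the added hybridization controls, by a median of 1.04. This may raise the correlation of primary tumors with lung metastases. The shared MCF-7 arrays alone gave simulated unchanged groups correlations of 0.578, 0.499 and 0.577 in this order, with a covariance of 0.0132 for each of the first 2 pairs, where the measured covariances were 0.472 and 0.0286. Among probe sets passing the variation filter, MCF-7/Twist correlated with primary tumors at -0.020 and with lung metastases at -0.031.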

As seen in the scatter plots (Fig. 4b), the highest correlation is seen between the primary and metastatic tumors in mouse while much lower correlations were seen when comparing the MCF-7/Twist cell line data with the primary and metastatic tumor data.

### Genes dysregulated by Twist are observed in human breast cancer datasets

To study how our Twist overexpressing cell line and orthotopic mouse primary and metastatic mouse model compared with human breast cancers, we analyzed data from the van’t Veer [23], Sotiriou [24], and Perou datasets [25]. From the van’t Veer “poor prognosis” dataset consisting of 50 genes, a total of 38, 37, and 40 genes were present in the MCF-7/Twist, primary, and metastatic datasets, respectively (Fig. 5a). Of these, 26 genes overlapped in all 3 classes. The van’t Veer “breast cancer up in metastasis gene set” was present in 36, 36, and 37 of 51 genes in MCF-7/Twist, primary, and metastatic datasets, respectively. In the other “breast cancer down in metastasis gene set” was present in 89, 87, and 93 of 114 genes in the respective datasets (Fig. 5b). Overall, the van’t Veer breast cancer metastasis dataset had 90 genes (22 up-regulated and 68 down-regulated) in common across all 3 of our datasets. From the van’t Veer “estrogen receptor positive breast cancer gene set” of 384 genes, we found an overlap of 281, 272, and 288 genes in our MCF-7/Twist, primary and metastatic datasets, respectively (Fig. 5c). This high degree of overlap corroborates our earlier work, which demonstrated that Twist expression correlates with and represses ER expression [4, 14]. Moreover, it is a validation of the role of Twist in breast cancer progression.

**Fig. 5:**
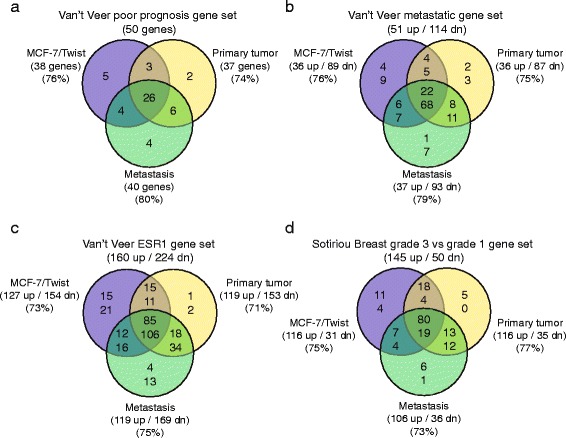
Venn diagrams displaying overlaps between MCF-7/Twist, MCF-7/Twist primary tumors, and MCF-7/Twist metastatic tumors datasets from the **a** van’t Veer Poor prognosis gene set, **b** Metastatic gene set, and **c**. Estrogen receptor gene set. **d** Our datasets compared to the Sotiriou “breast grade 3 vs grade 1 gene set”. Number of genes and direction of expression is indicated in parentheses along with percentage of overlap

Additionally, we compared the Sotiriou dataset that has a gene signature that discriminates grade 3 from grade 1 breast tumors [24]. A total of 99 genes from our datasets overlapped with the Sotiriou dataset (195 genes) (Fig. 5d). The MCF-7/Twist, primary tumor, and metastatic tumor datasets had 147, 151, and 142 genes, respectively, overlapping with the Sotiriou dataset.

Lastly, we compared our datasets with the Perou gene sets that classify breast tumors into intrinsic sub-types [25]. As expected, we observed the least amount of overlapping genes when compared to the Luminal A and B datasets (Fig. 6a, b). Higher concordance (6 genes) between datasets was observed with the HER2 enriched dataset (Fig. 6c). As seen in Fig. 6d, the largest overlap was observed in the basal gene set with 8 genes being common between the 3 classes.

**Fig. 6:**
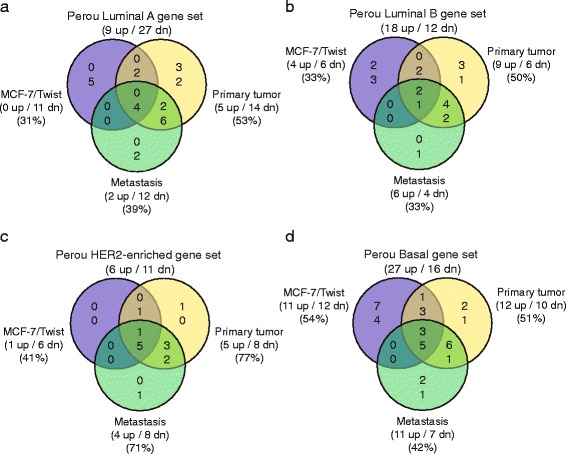
Venn diagrams comparing MCF-7/Twist, MCF-7/Twist primary tumors, and MCF-7/Twist lung metastatic datasets with the Perou breast cancer subtype classifier gene sets. **a** Luminal A gene set, **b** Luminal B gene set, **c** HER2-enriched gene set, **d** Basal gene set. Direction of gene expression, number of genes, and percentage of overlap are presented in parentheses

### Rho GTPase and IL-6 signaling pathways are upregulated by Twist

To determine the pathways that are dysregulated during Twist-induced breast cancer progression, we analyzed the datasets using the IPA (Qiagen) suite of software tools (Fig. 7 and Tables 1, 2).

**Fig. 7:**
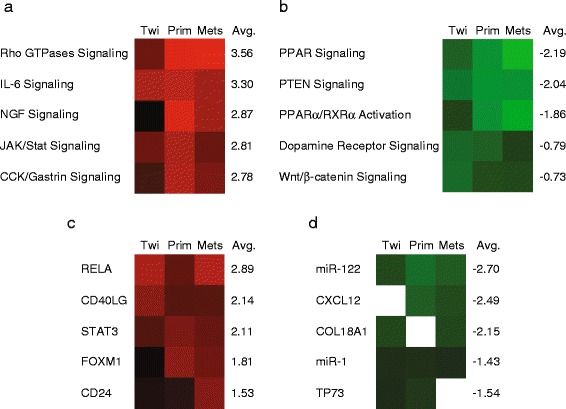
IPA analysis of datasets. **a**, **b** Heat maps of canonical pathways displaying average expression in MCF-7/Twist cells, primary tumors, and metastases. Red indicates up-regulation while green indicates down-regulation. **c**, **d** Heat maps of upstream gene regulators comparing expression in MCF-7/Twist cells, primary tumors, and metastases datasets

**Table 1:** List of top 5 canonical pathways that are implicated in MCF-7/Twist cell line, MCF-7/Twist primary tumors, and MCF-7/Twist metastases

Canonical Pathways	*P*-value	Overlap (%)	Overlap (number of genes)
MCF-7/Twist cells			
Oncostatin M Signaling	3.29E-08	58.8%	20/34
Neuregulin Signaling	7.25E-08	41.2%	35/85
IL-8 Signaling	1.54E-07	32.2%	59/183
NRF2-mediated Oxidative Stress Response	1.69E-07	32.6%	57/175
GM-CSF Signaling	3.90E-07	44.3%	27/61
Primary tumors			
Role of NFAT in Cardiac Hypertrophy	2.38E-06	40.8%	71/174
Signaling by Rho Family GTPases	4.87E-06	38.1%	88/231
IGF-1 Signaling	5.96E-06	45.8%	44/96
α-Adrenergic Signaling	7.05E-06	47.1%	40/85
Dopamine-DARPP32 Feedback in cAMP Signaling	7.61E-06	40.8%	64/157
Metastases			
Role of Tissue Factor in Cancer	5.36E-07	34.6%	37/107
Molecular Mechanisms of Cancer	6.94E-06	24.0%	86/358
Role of NFAT in Cardiac Hypertrophy	8.39E-06	28.2%	49/174
CXCR4 Signaling	9.26E-06	29.1%	44/151
Pancreatic Adenocarcinoma Signaling	1.01E-05	32.1%	34/106

Pathways are ranked by *P*-value

**Table 2:** List of top 5 upstream regulator genes implicated in MCF-7/Twist cells, MCF-7/Twist primary tumors, and MCF-7/Twist metastases

Upstream Regulator Genes	P-value of overlap	Corrected z-score	Prediction
MCF-7/Twist cells			
Estrogen receptor	1.49E-18	−5.712	Inhibited
NUPR1	2.34E-14	1.843	
TP53	7.63E-14	−0.497	
TNF	7.66E-14	3.849	Activated
SMARCA4	9.56E-14	2.028	Activated
Primary tumors			
ERBB2	3.71E-06	0.231	
CD24	4.63E-06	1.199	
TP73	1.39E-05	−1.712	
TGFB1	2.48E-05	−0.534	
HSPA9	2.54E-05	−0.2	
Metastasis			
Lh	7.23E-05	−1.027	
CXCL12	1.54E-04	−2.071	Inhibited
NUP107	4.01E-04	1.052	
FOXA2	2.03E-03		
FSH	2.36E-03	−0.698	

Genes are ranked by *P*-value

Subsequently, when analyzed by IPA, the most significant pathways up-regulated in all three classes were signaling by Rho GTPases, IL-6, NGF, JAK/Stat, and CCK/Gastrin (Fig. 7a, b). On the other hand, PPAR, PTEN, PPARα/RXRα, dopamine receptor, and Wnt/β-catenin signaling were reduced. 

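LIFR, the receptor of leukemia inhibitory factor, had a log2 fold change of 3.35 (standard error 0.19, adjusted p = 1.59e-07) in MCF-7/Twist, and OSMR, the oncostatin M receptor, a log2 fold change of 3.26 (standard error 0.14, adjusted p = 1.80e-08). In primary tumors LIFR changed by 0.01 and did not pass the test. CISH, a suppressor of cytokine signaling, was lower in MCF-7/Twist, at -1.43. Of 27 genes of IL-6, JAK and STAT signaling, 9 were up-regulated and 3 down-regulated in MCF-7/Twist (9 and 3 adjusted over the list alone), with a median of 0.16 (camera, adjusted p = 0.0425). This call was lost under 9 of the other settings, with adjusted p from 7.02e-04 to 0.529 over all of them: 0.0813 without MCF-7 replicate 2, 0.0773 without MCF-7/Twist replicate 2, 0.0558 without metastasis 8 and 0.136 with an estimated correlation. The numbers were 4 and 5 in primary tumors (4 and 4 adjusted over the list alone) and 4 and 7 in lung metastases (the same adjusted over the list alone), and neither passed. Of 36 Rho GTPase signaling genes, 7 were up-regulated and 2 down-regulated in MCF-7/Twist, with a median of -0.10 and a mean of 0.19, and 8 and 6 in each tumor class (all the same adjusted over the list alone), with a median of -0.05 in both and means of 0.07 and 0.06. RND3, a GTPase that opposes RhoA, changed by 1.90 in MCF-7/Twist and -0.67 in primary tumors. Of 19 NGF signaling genes, 6 rose and 2 fell in MCF-7/Twist, 5 and 1 in primary tumors and 5 and 2 in lung metastases (all the same adjusted over the list alone). In primary tumors the NGF median was -0.06 and the mean 0.21. The Rho and NGF lists did not pass camera in any class, but with the median of each gene's probe sets the NGF list passed in both tumor classes (adjusted p = 0.0216 and 0.0378) and the IL-6 list in primary tumors (adjusted p = 0.0216). The direction of these calls is not given here. At 1 probe set per gene the IL-6 list had a median of -0.01 and a mean of -0.06 in primary tumors.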

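PPARG, the nuclear receptor of fat cell differentiation, had a log2 fold change of 2.93 (standard error 0.13, adjusted p = 1.96e-08) in MCF-7/Twist, and ACADM, an enzyme of fatty acid oxidation, a log2 fold change of 0.80 (standard error 0.11, adjusted p = 1.91e-04). PPARG did not pass the test in primary tumors, at -0.44. Of 20 PPAR and RXR signaling genes, 7 were up-regulated and none down-regulated in MCF-7/Twist, with a median of 0.43 (camera, adjusted p = 0.0392, from 0.0157 to 0.19 over the other settings). The call was lost under 6 of the other settings, among them without MCF-7 replicate 2 (adjusted p = 0.0686), without MCF-7/Twist replicate 2 (adjusted p = 0.0649) and with an estimated correlation (adjusted p = 0.19). In each tumor class 1 was up-regulated and 3 were down-regulated. RPS6KB1, a kinase of protein synthesis below AKT, changed by -1.99 in MCF-7/Twist, and TSC2, an inhibitor of the same branch, by 1.69 in primary tumors and 1.70 in lung metastases. Of 20 PTEN and AKT signaling genes, 3 were up-regulated and 5 down-regulated in MCF-7/Twist, and 3 and 6 in each tumor class. SFRP1, a secreted inhibitor of Wnt ligands, changed by 3.25 in MCF-7/Twist, and LRP5, a Wnt co-receptor, by 1.82 in primary tumors. Of 28 Wnt and beta-catenin genes, 5 rose and 4 fell in MCF-7/Twist, 5 and 7 in primary tumors and 5 and 8 in lung metastases. The counts of all 3 lists were the same adjusted over the list alone. The PTEN and Wnt lists did not pass camera in any class. The Wnt median was 0.06 in MCF-7/Twist, -0.15 in primary tumors and -0.21 in lung metastases.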

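Targets of NF-kB, the transcription factor that RELA is part of, were raised in MCF-7/Twist. CXCL8, a chemokine, had a log2 fold change of 5.46 (standard error 0.14, adjusted p = 2.70e-10), and NFKBIA, the inhibitor that NF-kB itself induces, a log2 fold change of 1.69 (standard error 0.11, adjusted p = 4.36e-07). Of 21 NF-kB target genes, 13 were up-regulated and none down-regulated (14 and none adjusted over the list alone), with a median of 0.92 (camera, adjusted p = 9.14e-07; adjusted p = 0.0525 with an estimated correlation and 0.121 under the variation filter). In the tumors 3 rose and 2 fell in primary tumors, and 3 and 3 in lung metastases (the same adjusted over the list alone), and the list did not pass camera. For the upstream regulators that the paper took from IPA, the values here are of their own transcripts, which is another measure. RELA itself changed by 0.32 in MCF-7/Twist, 1.13 in primary tumors and 1.30 in lung metastases. STAT3, a transcription factor below cytokine receptors, had a log2 fold change of 1.27 (standard error 0.21, adjusted p = 7.36e-04) in MCF-7/Twist and did not pass in the tumors. FOXM1, which drives mitotic genes, changed by -0.53 in MCF-7/Twist, which passed only without MCF-7 replicate 1 (-0.66) or MCF-7/Twist replicate 1 (-0.67), 0.79 in primary tumors and 0.85 in lung metastases. CD24, a surface mucin, did not pass in MCF-7/Twist (-0.38) or primary tumors, and fell in lung metastases (-0.83), where metastasis 8 lay apart, a call lost without MCF-7 replicate 2 (-0.81). CXCL12, a chemokine, changed by -5.18 in MCF-7/Twist. COL18A1, a basement membrane collagen, changed by 1.16 in MCF-7/Twist at its brightest probe set. Its other one did not pass there (0.40) and was lower in both tumor classes (-0.81 and -0.81). The brightest probe set of TP73, a relative of p53, did not pass in any class (-0.15, 0.40 and 0.33). Another TP73 probe set was lower in MCF-7/Twist (-0.91), and the remaining one was higher in primary tumors (0.61). Of 27 proliferation genes, 5 rose and 2 fell in MCF-7/Twist, 6 rose and none fell in primary tumors, and 6 rose and 1 fell in lung metastases (all the same adjusted over the list alone), without passing camera.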

While comparing upstream regulators dysregulated in the three classes, we found RELA, CD40LG, STAT3, FOXM1, and CD24 the most upregulated. miR-122, CXCL12, COL18A1, miR-1, and TP73 were the top five upstream regulator molecules that were down-regulated in our dataset (Fig. 7c, d).

## Discussion

Metastases are the single largest cause of deaths from all cancers. The currently accepted model states that metastases arise when over a period of time a sub population of cells from the primary tumor acquire genetic alterations that confer upon them selective advantages that allow them to metastasize [26]. This widely belief has been challenged earlier [27, 28] and has recently come under increasing scrutiny due to microarray analysis of tumors and their associated metastasis [23, 29]. These studies demonstrate that the so-called “gene signature” of metastatic tumors is not very different from primary tumors. This implies that the genetic alterations that lead to metastasis are acquired much earlier than is presently anticipated - perhaps during formation of the primary tumor itself. The lack of progress in treatment of metastases is partly caused by the scarcity of clinically relevant animal models of breast cancer and metastases [30, 31].

We have earlier demonstrated that the Twist gene is involved in the progression of breast cancers towards a highly aggressive phenotype [4, 12, 14]. In this work, we over expressed Twist in non-metastatic MCF-7 and orthotopically implanted these cells in mouse mammary fat pads. After resecting the primary tumors, we monitored the animals for the development of metastatic lesions, primarily in lungs. Unlike other studies that directly assayed gene changes from primary and metastatic sites, we grew the cells out in plastic for 1–2 weeks before microarray analysis. This allows for us to lessen the impact of mouse cells that could have infiltrated the orthotopic tumors. Moreover, this also eliminates any fibroblast cells that could be carried over from the metastatic sites in lungs. 

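COL1A2, a collagen chain made by fibroblasts, had a log2 signal of 6.46 ± 0.38 (SD, n = 2) in MCF-7, 7.16 ± 0.14 (SD, n = 2) in primary tumors and 7.11 ± 0.08 (SD, n = 4) in lung metastases, and DCN, a proteoglycan of connective tissue, stood at 6.66, 7.50 and 7.52. Of 16 fibroblast markers, 5 were up-regulated and none down-regulated in each tumor class, with a median log2 fold change of 0.37 in both (camera, adjusted p = 0.681 and 0.697). In MCF-7/Twist none rose and 3 fell. Of 11 endothelial markers, 2 rose and 2 fell in each tumor class, and none rose and 1 fell in MCF-7/Twist. Among 12 leukocyte markers these numbers were 4 and 1 in each tumor class, and none and 1 in MCF-7/Twist. Among 12 lung epithelial markers they were 2 and 2 in primary tumors, 2 and 3 in lung metastases and 3 and 1 in MCF-7/Twist, where the median was -0.08 and the mean 0.77. SFTPB, a surfactant protein, rose by 1.90 in lung metastases and by 1.82 in primary tumors at 1 probe set, while 2 others were lower (-0.60 and -0.95 in lung metastases). All counts were the same adjusted over the list alone, and none of the 4 lists passed camera. The arrays carry human probes, the mice supply host cells of another species, and how far mouse transcripts bind these probes was not tested.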

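Sequences that no cell line makes give a measure of how alike the arrays were processed. Control probe sets read bacterial transcripts that can be added to a sample before labeling (poly-A controls) or before hybridization. The paper does not state which were added to which samples. The mean log2 signal of these 45 control probe sets was 7.99 ± 0.05 (SD, n = 4) on cell-line arrays and 6.78 ± 0.04 (SD, n = 7) on tumor-culture arrays, and for 42 of them no tumor-culture array overlapped any cell-line array. The median absolute difference was 1.04 for the 18 hybridization controls and 1.30 for the 27 poly-A controls, whose means were 5.70 and 4.24. Many poly-A probe sets were dim, but some were bright on the cell-line arrays only. A probe set for the dap transcript stood at 8.37 on cell-line arrays and 3.30 on tumor-culture arrays, and another for thr at 7.56 and 5.28. MCF-7 and MCF-7/Twist differed by a median of 0.08, and primary tumors and lung metastases by 0.05. The probe sets for 18S ribosomal RNA, which carries no poly-A tail, stood at 10.98 ± 0.17 (SD, n = 4) on cell-line arrays and 5.37 ± 0.22 (SD, n = 7) on tumor-culture arrays. Those for 28S ribosomal RNA had means of 9.70 and 8.04 but did not move together. The probe set at the 3' end was higher on tumor-culture arrays (6.73 and 8.29), and the others were lower (by -4.41 and -2.11). GAPDH, a glycolytic enzyme used as a reference, had control probe sets at 14.16 and 14.20, and ACTB, beta-actin, at 13.19 and 14.26.

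**Figure D2:**
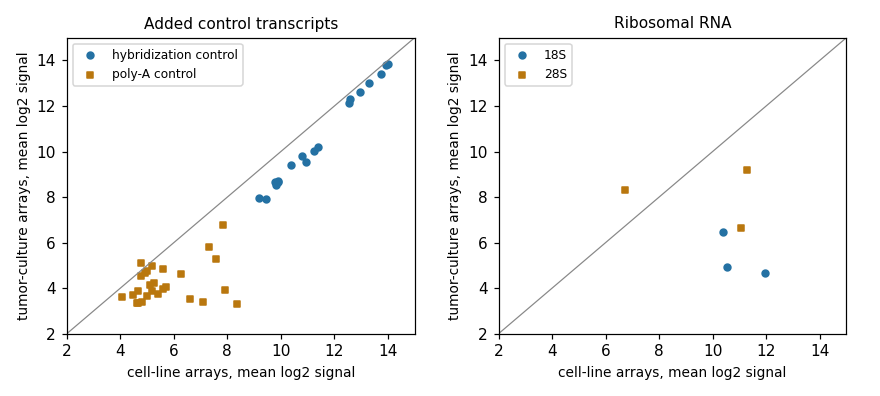
Mean log2 signal of each control probe set on the 4 cell-line arrays (horizontal axis) and the 7 tumor-culture arrays (vertical axis), with added bacterial transcripts on the left, ribosomal RNA on the right and a line of equal signal. Most of the 45 added controls and most of the ribosomal probe sets lie below the line, while a 28S probe set lies above it.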

To lessen batch variation, we used the same gene arrays (Affymetrix Human Genome HGU133 Plus 2.0) and the same core facility for all the work in this study. We also analyzed human breast cancers in our study. However, due to the limited sample size, our study was not powered enough to draw conclusions from this part of the study. Instead, we compared our Twist model with currently accepted human gene signature databases ([23–25, 32].

As expected, our model showed a high species-dependent correlation. The primary and metastatic tumors clustered strongly both in PCA analysis as well as by unsupervised hierarchical clustering. Strong clustering was also seen in the breast cancer samples. The PCA distribution of MCF-7 and MCF-7/Twist showed a higher than expected degree of separation. This could be due to the very strong effect of Twist on the MCF-7 cell line, which becomes ER-negative after Twist overexpression [14]. 

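Estrogen-responsive genes and the receptor were lower in MCF-7/Twist than in MCF-7. Of 23 estrogen-responsive genes, 19 were down-regulated and 2 up-regulated (the same adjusted over the list alone), with a median log2 fold change of -2.04 (camera, adjusted p = 1.41e-09; adjusted p = 0.174 with an estimated correlation). TFF1, a secreted peptide that estrogen induces, had a log2 fold change of -7.79 (standard error 0.14, adjusted p = 3.12e-11), and TPD52L1, a vesicle protein, a log2 fold change of -2.62 (standard error 0.09, adjusted p = 2.88e-09). NHERF1, a scaffold of membrane transporters, changed by -3.08. The genes that rose were STC2 and NRIP1, a corepressor that the receptor itself induces (1.08), whose call was lost without MCF-7 replicate 1 (1.13) or 2 (1.04) or MCF-7/Twist replicate 1 (1.06) or 2 (1.11). In primary tumors 6 of the genes were up-regulated and 5 down-regulated (6 and 6 adjusted over the list alone), with a median of -0.28 and a mean of 0.00, and in lung metastases 5 and 7 (the same adjusted over the list alone), with a median of -0.47. TFF1 changed by -0.28 and -0.32 in the tumors, which did not pass, and NHERF1 by 1.13 and 0.89.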

Over time, as tumors establish in mice, the effects of Twist may be ameliorated due to selection pressure from the various other dysregulated pathways of tumor growth.

In our model, the largest number of genes were dysregulated in the metastatic tumor class followed by the primary tumors, and least in the MCF-7/Twist class. This was expected since one could deduce that metastatic breast tumors are genetically the furthest away from the parental MCF-7 cell line, which formed the baseline of all the comparisons. We also observed that a high number of genes were commonly dysregulated in the primary and metastatic tumors. However, we also observed that MCF-7/Twist cells had a higher number of genes in common with the metastatic tumor class as compared to the primary tumors. This would indicate that the MCF-7/Twist cell line in vitro was a better representative of the metastatic process in mice than the primary tumors. When comparing the classes for genes that were expressed in opposite directions, as expected, we only found a significant number of genes when MCF-7/Twist was compared with the primary and metastatic tumor classes (either together or singly). This was further corroborated by quantile plots, which clearly indicated the close relationship between the primary breast tumors and the metastasis.

When comparing our datasets with the van’t Veer poor prognosis gene set, we observed that a large proportion of genes from all 3 classes overlapped with that dataset leading us to hypothesize that our model does recapitulate, in some measure, the progression of breast cancer in humans. Similarly, the Sotiriou gene set also exhibited a high degree of concordance with our dataset implying that the Twist model is a suitable model system for high-grade breast tumors. When comparing the Perou dataset of intrinsic sub-types of breast cancer, we observed that our datasets overlapped ﻿the most with the basal and HER-2 enriched datasets. A very low degree of overlap was seen with the Luminal A and Luminal B sub-types.

To model which biological functions and pathways were dysregulated by Twist overexpression, we employed IPA analysis. 

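Of 34 ribosomal protein genes, none was called in MCF-7/Twist or lung metastases and 1 was lower in primary tumors (the same adjusted over the list alone), with medians of 0.02, -0.08 and -0.10. Of 26 translation factor genes, none rose and 2 fell in MCF-7/Twist, 2 rose and 3 fell in primary tumors and 3 rose and 3 fell in lung metastases (the same adjusted over the list alone). EIF4G1, a scaffold of translation initiation, changed by 1.03 in primary tumors and 1.19 in lung metastases, and EIF5B, which joins ribosomal subunits, by -1.83 and -1.94. CFLAR, an inhibitor of caspase 8, had a log2 fold change of 1.70 (standard error 0.09, adjusted p = 9.06e-08) in MCF-7/Twist, and BIRC2, an inhibitor of apoptosis, changed by 0.84 there and -1.05 in primary tumors. BCL2, an inhibitor of mitochondrial cell death, changed by -5.85 in MCF-7/Twist and -0.96 in lung metastases. Of 22 apoptosis genes, 6 rose and 1 fell in MCF-7/Twist (6 and 2 adjusted over the list alone), and 1 rose and 5 fell in each tumor class (the same adjusted over the list alone). None of the 3 lists passed camera in any class.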

Overall, we saw an increase in transcription and translational activity, and involving genes related to cellular biogenesis and apoptosis. Also, enriched were genes in the protease family and extracellular matrix. This was expected since Twist is a master transcription factor for many pathways and is also involved in apoptosis and in modulating the extracellular matrix to cause invasion and metastasis.

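Individual proteases and matrix genes changed strongly in MCF-7/Twist, in both directions. MMP1, a collagenase, had a log2 fold change of 3.08 (standard error 0.12, adjusted p = 8.10e-09), and CTSK, a lysosomal collagen-degrading protease, a log2 fold change of 1.89 (standard error 0.13, adjusted p = 8.20e-07). TMPRSS2, a membrane serine protease, changed by -1.53. COL4A1 and COL4A5, chains of basement membrane collagen, changed by 2.69 and -3.30. In the tumors MMP14, a membrane metalloprotease, rose by 1.27 and 1.27 at 1 probe set and was lower at another (-0.98 and -1.02), and FBLN2, a matrix glycoprotein, changed by -1.35 and -1.23. Of 32 protease genes, 12 rose and 5 fell in MCF-7/Twist, with a median of -0.01 and a mean of 0.44, 3 and 7 in primary tumors and 3 and 6 in lung metastases. Of 39 extracellular matrix genes, 11 rose and 7 fell in MCF-7/Twist, with a median of -0.05 and a mean of 0.42, 4 and 8 in primary tumors and 5 and 9 in lung metastases. All counts were the same adjusted over the list alone. Neither list passed camera in any class, except that the protease list passed in MCF-7/Twist with the median of each gene's probe sets (adjusted p = 0.0177).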

## Conclusions

In summary, we generated Twist-driven models of breast cancer progression, both in vitro and in vivo, that mimic the ontology of breast cancer formation and metastatic development in humans. These datasets will help in identifying Twist-associated dysregulated genes and pathways that can be targeted to prevent or decrease breast cancer metastases. Importantly, our work provides evidence that gene-specific functions can be ascertained by using preclinical models that can be associated with the ontogeny of human breast cancer formation and progression.

## Additional files

Additional file 1: Ranked list of significant probe sets up and down-regulated in MCF-7/Twist cells, primary tumors, and metastases. Probe sets are ranked by average fold change across all 3 groups. (XLSX 148 kb)
Additional file 2: Histogram displaying results of validation of genes up-regulated (LMO3 and BICC1) and down-regulated (DSCAM-AS1 and SLC6A14) in the MCF-7/Twist cell line, primary tumors, and metastases. (EPS 1432 kb)
Additional file 3: Ranked list of probe sets expressed multi-directionally in all three groups. (XLSX 22 kb)
Additional file 4: Ranked list of significant probe sets most differentially expressed in MCF-7/Twist cells. Probe sets are ranked by fold change. (XLSX 461 kb)
Additional file 5: Histogram displaying results of qRT-PCR validation of genes up-regulated (EDIL3 and LDHB), and down-regulated (DSCAM-AS1 and NPY1R) in the MCF-7/Twist cell line. (EPS 1258 kb)
Additional file 6: Ranked list of significant probe sets most differentially expressed in MCF-7/Twist primary tumors. Probe sets are ranked by fold change. (XLSX 601 kb)
Additional file 7: Histogram of qRT-PCR validation of genes up-regulated (SETD5 and TFAP2A) and down-regulated (SLC6A14 and LINC01419) in MCF-7/Twist primary tumors. (EPS 1253 kb)
Additional file 8: Ranked list of significant probe sets differentially expressed in MCF-7/Twist lung metastases. Probe sets are ranked by fold change. (XLSX 734 kb)
Additional file 9: qRT-PCR validation results of genes up-regulated (SETD5 and TFAP2A) and down-regulated (SLC6A14 and HPGD) in MCF-7/Twist lung metastases. (EPS 1253 kb)
Additional file 10: Ranked list of significant probe sets up and down-regulated in MCF-7/Twist primary tumors and MCF-7/Twist lung metastases. Probe sets are ranked by fold change. (XLSX 740 kb)
Additional file 11: qRT-PCR analysis of genes up-regulated (SETD5 and TFAP2A), and down-regulated (NR2F1 and GJA1) in MCF-7/Twist primary xenograft tumors and in lung metastases. (EPS 1264 kb)
Additional file 12: Ranked list of significant probe sets up and down-regulated in both MCF-7/Twist cells and MCF-7/Twist lung metastases. Probe sets are ranked by fold change. (XLSX 38 kb)
Additional file 13: Histogram showing qRT-PCR validation of genes up-regulated (EIF1AY and PLAU) and down-regulated (WDR72 and AGR2) in MCF-7/Twist cell line and in lung metastases. (EPS 1266 kb)
Additional file 14: Ranked list of significant probe sets up and down-regulated in both MCF-7/Twist cells and MCF-7/Twist primary tumors. Probe sets are ranked by fold change. (XLSX 32 kb)
Additional file 15: Histogram displaying qRT-PCR validation results of up-regulated genes (POPDC3 and CXADR) and down-regulated genes (NPY1R and IGFBP5) in MCF-7/Twist cells and primary tumors. (EPS 1268 kb)

## Abbreviations

RMA: Robust multi-array Average, qRT-PCR (quantitative reverse transcription polymerase chain reaction)

How the deposited data were processed for this re-analysis (not part of the article)

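RNA was measured in MCF-7 cells, MCF-7/Twist cells, cultures of primary tumors grown in mice from MCF-7/Twist cells, and cultures of lung metastases, on Affymetrix Human Genome U133 Plus 2.0 arrays. The table holds log2 probe-set signals that the authors made with RMA in Partek Genomics Suite 6.6, which corrects background, quantile-normalizes arrays and summarizes probes. It holds 54675 probe sets on 11 arrays: 2 of MCF-7, 2 of MCF-7/Twist, 2 of primary tumors and 5 of lung metastases. Each column is 1 array, and the probe sets had not been filtered. The paper's methods speak of averages over replicates, so averaging was not assumed for these columns. Whether the human breast tumor arrays were normalized in the same run is not stated, and those arrays were not used here. Values ran from 2.78 to 14.77 and array medians from 6.60 to 6.72.

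The arrays were grouped by their stated class. Metastasis 8 has 2 arrays, whose residuals correlated at 0.48, and these were averaged, which left 10 replicates in 4 groups. Replicate numbers were not treated as pairs, because neither the paper nor the labels say that a number marks a shared animal or batch. All 54613 probe sets outside the 62 controls were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) over the 4 groups, with 6 residual and 4.91 prior degrees of freedom. The comparisons were MCF-7/Twist, primary tumors and lung metastases with MCF-7, lung metastases with primary tumors, each tumor class with MCF-7/Twist, and, in a fit of its own, all tumor cultures with both cell lines. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold over 1.5. Signals of probe sets were read as gene levels by the array annotation. Of the probe sets tested, 41091 carry 1 gene symbol.

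Gene groups were written down as 32 lists and 31 of them tested with limma's camera (preset correlation between genes 0.01) on 1 probe set per gene, adjusted over the lists of a comparison. The list of 2 genes deleted in MCF-7 was not tested with camera. The other lists cover estrogen response, luminal, junction, mesenchymal, fibroblast, endothelial, leukocyte, lung epithelial, basal and HER2 amplicon genes, proliferation, Rho GTPases, IL-6, NF-kB, NGF, PPAR and RXR, PTEN and AKT, Wnt, NRF2, interferon, hypoxia and glycolysis, unfolded protein stress, immediate-early genes, ribosomal proteins, translation factors, proteases, extracellular matrix, apoptosis, sterol and fatty acid synthesis, breast stem cells, and the genes of the paper's RT-PCR panels and text. List counts were also made with p adjusted over the list alone. Genes named in the text are those the paper names, the 10 higher and 10 lower genes with the largest change among called probe sets of 1 gene with non-overlapping replicates in 4 comparisons, and up to 4 members per list with the smallest adjusted p among the called, with called members against the list's direction. The paper's supplementary tables had been seen when this rule was written. Genes on the Y chromosome and others that tell a donor's sex were left out of all named values.

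Overlaps of calls were set beside the number that independent calls would share, and, at an unadjusted p, beside 20 simulations of unchanged groups compared with shared MCF-7 arrays. Principal components and average-linkage clustering used all probe sets of the 11 arrays. A split of the replicates into 4 and 6 was redrawn 100 times out of 210. The fit was tested on simulated data: of 100 probe sets changed 2-fold, 88 to 94 were recovered, of 100 changed 4-fold all were, none with the wrong sign, and 8 to 14 unchanged probe sets were called. Summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and data.table 1.17.8 in R.

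Alternatives were another quantile normalization, centring on array medians, leaving out the dimmest 40% of probe sets (mean under 6.24), the methods' variation filter, leaving out probe sets that end in x_at or s_at, fitting only the groups compared, 5 metastasis arrays separately or with metastasis as a random block, no intensity trend, each replicate left out, replicate number as a block, unadjusted p, an unmoderated linear model (ANOVA) over 4 groups or 2, counting genes, camera with an estimated correlation, the median of a gene's probe sets, Spearman's rho and the 5000 most variable probe sets. In all, 30 were planned and 4 added: testing or counting only probe sets with 1 gene symbol, standardizing probe sets, and the numbers 1 and 2 of primary tumors and metastases as a block. The ANOVA stands beside a multivariate permutation test in the paper's methods, and that test was not run here. The paper's RT-PCR panels, pathway software output and patient tumor comparison were not analysed here.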

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

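Of the tests in this part, the reading of all probe sets of CDKN2A and MTAP in place of 1 per gene was chosen after the values had been seen.

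Control probe sets separated the tumor-culture arrays from the cell-line arrays, with a median absolute log2 difference of 1.17 for the added bacterial transcripts and a difference of -5.60 for 18S ribosomal RNA. The real split of tumor cultures from cell lines called 19864 probe sets and the highest of the other splits 34. Most other splits part arrays of the same class, so this shows that the arrays group by class. It cannot exclude chance differences between the lines, cultures or batches. Different processing of the 2 sets of arrays could explain part of the separation, since 42 of the 45 added controls did not overlap. Among them were 17 of the 18 hybridization controls (median absolute difference 1.04). Poly-A controls were dimmer, with means of 5.70 and 4.24, though a dap probe set stood at 8.37 on cell-line and 3.30 on tumor-culture arrays. A difference in RNA ends could explain part too. The 3' minus 5' difference of ACTB was lower by -0.45 in tumor cultures, though that of GAPDH was lower by only -0.07. The methods state that G418 was used against fibroblasts, and what may have remained of them or of other host cells stays open, since the median of the fibroblast markers was 0.37 in lung metastases, between the bounds set for it, while VIM, which fibroblasts make in abundance, was -0.20 and -0.23 against MCF-7. Growth in the mouse, which the design names, divides the arrays in the same way and stays open too.

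MCF-7/Twist and the tumor classes changed in opposite directions against MCF-7 in some named genes. Only genes for which both tumor classes also passed the limma test against MCF-7/Twist were listed, so that pass was part of the selection. For the difference between primary tumors and MCF-7/Twist, the limma adjusted p ran from 4.2e-11 to 1.5e-04. Genes raised in MCF-7/Twist and lowered in tumors, with this difference, were ADAM9 (-3.54), BIRC2 (-1.88), CCN1 (-4.08), GALC (-6.00), HERC5 (-3.00), IFI6 (-2.59), IL6R (-3.88), NRIP1 (-1.92), OSMR (-4.20), PHLDB2 (-6.82), PROCR (-3.58), RND3 (-2.57). Genes lowered in MCF-7/Twist and raised in tumors were CDH1 (5.57), CDH3 (3.35), HSPB1 (3.08), HYOU1 (1.76), IGFBP4 (5.39), NHERF1 (4.21), SETD5 (1.98), SIAH2 (3.48), SPINT1 (3.43). For NRIP1 the call in primary tumors was lost without MCF-7 replicate 1 (-0.80) or 2 (-0.88) or primary tumor replicate 1 (-0.98) or 2 (-0.70), and that in MCF-7/Twist without MCF-7 replicate 1 (1.13) or 2 (1.04) or MCF-7/Twist replicate 1 (1.06) or 2 (1.11). The value for CDH1 is that of its second probe set. Its brightest was not raised in the tumors, at -0.48 in primary tumors and -0.46 in lung metastases against MCF-7, folds under 1.5. Another probe set of ADAM9 rose in lung metastases. The value for SETD5 is that of its brightest.

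MCF-7/Twist lay far from MCF-7, and the tumor cultures lacked most of its changes. CDKN2A and MTAP, which the MCF-7 genome is known to lack, had a median of 2.50 over their 9 probe sets in MCF-7/Twist. CDKN2A reached 5.50 and MTAP 3.98. On the planned reading of 1 probe set per gene, CDKN2A changed by 4.54 and MTAP by -0.47, where at least 2 had been set for each. By the reading chosen later, cells of another origin than MCF-7 on the MCF-7/Twist arrays are a candidate explanation. The 5 raised probe sets were lower in lung metastases than in MCF-7/Twist by a median of -4.22 and stood at -0.43 against MCF-7 there and -0.55 in primary tumors, where a margin of 0.5 had been set beforehand. That miss of the median lies below MCF-7, away from MCF-7/Twist, but single probe sets ranged from -1.29 to 0.77 against MCF-7. By the margin set beforehand the test could not tell. Each of the 5 was lower than in MCF-7/Twist, by -3.21 or more in lung metastases and -3.28 or more in primary tumors. These values argue against tumor cells that descend from the cells on these arrays and kept these transcripts, while descent with their loss stays open. Loss of Twist in the tumors could not be judged, because TWIST1 was no higher in MCF-7/Twist than in MCF-7 and differed by -0.30 between tumor cultures and MCF-7/Twist. Twist, the condition the design names, would not restore genes that a genome lacks, so it does not account for CDKN2A and MTAP, and for the other changes it stays open as untested.

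In SLC6A14, metastasis 10 lay far from the other lung metastases, at 9.51 against a mean of 3.51 (gap over range 0.961). Metastasis 10 also lay apart in LINC01419, at 9.48 against 3.69 (0.990), and in DKK1, at 12.01 against 10.27 (0.865). CA12 also had metastasis 10 apart, at 11.01 against 11.54 (0.909), and CD24 had metastasis 8 apart, at 11.79 against 10.87 (0.835). Over all named genes, 28 of 311 probe sets had such a metastasis, 9.0%, where chance gives about 5%. It was metastasis 8 in 13 of them, metastasis 10 in 8, metastasis 2 in 4 and metastasis 1 in 3.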

How the results depend on the processing

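The alternatives that count or test only probe sets with 1 gene symbol, that standardize probe sets, and that block primary tumors and metastases by number were chosen after the data had been seen. Total counts against MCF-7 and against MCF-7/Twist, and of overlaps, stayed within 1.5 times their value except under the settings named here. The difference between lung metastases and primary tumors called few probe sets under limma and depended on the setting.

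Counting genes in place of probe sets gave 7049 in MCF-7/Twist, 11409 in primary tumors and 11884 in lung metastases against MCF-7, 13663 and 13967 in primary tumors and lung metastases against MCF-7/Twist, and 12060 in tumor cultures against cell lines. A gene often has several probe sets. The variation filter keeps 14686 probe sets, so fewer were tested. It gave 4206 in MCF-7/Twist, 13757 and 13935 in primary tumors and lung metastases against MCF-7/Twist and 13086 in tumor cultures against cell lines, and 1059 shared by MCF-7/Twist and primary tumors, 1108 by MCF-7/Twist and lung metastases and 967 by all 3 classes. Without x_at and s_at probe sets, 8046 were called in MCF-7/Twist, and of counts in 1 direction 510 were higher in all 3 classes, 570 in MCF-7/Twist and primary tumors and 575 in MCF-7/Twist and lung metastases, and those lower in MCF-7/Twist were higher in primary tumors in 468, in lung metastases in 448 and in both in 403. The last was 434 with ANOVA on 2 groups. Leaving out dim probe sets gave 6209 higher in lung metastases, and the variation filter 5848 lower in primary tumors and 6174 lower in lung metastases. ANOVA on 2 groups over probe sets with 1 gene symbol gave 11860 in primary tumors, 10639 shared by both tumor classes, 1400 shared by all 3 and 1198 called in MCF-7/Twist and oppositely in both tumor classes, and of counts in 1 direction 7947 higher in primary tumors than in MCF-7/Twist, 620 higher in MCF-7/Twist and primary tumors, 604 in MCF-7/Twist and lung metastases, and 483 and 429 lower in MCF-7/Twist and higher in primary tumors and in lung metastases.

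Lung metastases against primary tumors gave 2 calls. It gave 216 at an unadjusted p, 0 when only these groups were fitted, 1 without x_at and s_at probe sets, 84 with ANOVA, 0 with ANOVA and adjusted p, 68 with ANOVA on 2 groups and 56 with that test over probe sets with 1 gene symbol. Leaving out replicates gave 1 to 15. It was 15 without metastasis 8, and 1 without either replicate of MCF-7, MCF-7/Twist or primary tumors and without metastasis 2.

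The correlation of log2 fold changes between MCF-7/Twist and primary tumors changed sign under the variation filter, to -0.020, and that with lung metastases to -0.031. The cause was not tested. The correlation of primary tumors with lung metastases kept its sign and size under all settings.

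Of 31 gene lists, 9 were called in MCF-7/Twist. It was 5 under the variation filter, of which 1 was not among the 9. With an estimated correlation between genes it was 2, where only the luminal and junction lists passed. With the median of a gene's probe sets 3 were called in primary tumors and 2 in lung metastases, against 0 otherwise. The hypoxia and glycolysis list changed direction in MCF-7/Twist under the variation filter (adjusted p = 0.944, over the settings from 0.00668 to 0.944). The cause was not tested. Over all settings, 7 of the 9 calls were lost at least once (23 of 189 values, besides the 1 that changed direction), and over the 3 comparisons 7 of 84 list results not called were gained at least once.

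With the 5000 most variable probe sets component 1 held 79.3% and component 2 held 15.2%, and with standardized probe sets component 1 held 53.6%. Mean 1 - r was 0.0722 between MCF-7/Twist and MCF-7 (0.556 with 5000 probe sets, 0.771 standardized), 0.0592 between MCF-7 and lung metastases (0.263 and 1.48) and 0.123 between MCF-7/Twist and lung metastases (0.827 and 1.56). The difference of the control probe sets was 1.03 after another quantile normalization.

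Named genes gave 615 called and 338 other results. Of the called, 104 were lost under at least 1 setting (295 of 13375 values), 44 of the others were gained and 0 changed direction. Median centring moved the higher share of calls from 50.3% to 43.9% in tumor cultures against cell lines, and by less in the other comparisons of cultures with cell lines. Leaving out 1 of 2 replicates assumes that the other varies like the other groups. With the replicate block, which has no metastases, 12420 probe sets were called in MCF-7/Twist and 18671 in primary tumors. Deviations of arrays with the same number correlated at 0.017 between MCF-7 and MCF-7/Twist, 0.061 between MCF-7 and primary tumors, -0.074 between MCF-7/Twist and primary tumors and 0.458 between primary tumors and metastases 1 and 2, where neither the paper nor the labels say what the number marks. A replicate block of these 4 cultures left 2 calls between lung metastases and primary tumors. Camera was not run with metastasis as a random block or with ANOVA. Signals near background limit folds, and the mean signal of 40% of probe sets was under 6.24.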

Differences from the paper's values

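The paper gives P < 0.05 and a fold over 1.5 with its counts and does not say whether that P was adjusted. Its methods name a variation filter and a multivariate permutation test with a bound on the false discovery rate, which was not run here, so the thresholds differ. The counts here use an adjusted p, and an unadjusted p is among the alternatives set before the data were examined.

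In primary tumors the paper gives 5,887 higher probe sets and 9227 were found here. Planned settings within 1.5 times the paper's count were another quantile normalization, median centring, dim probe sets left out, the variation filter, no x_at or s_at probe sets, leaving out primary tumor replicate 2, ANOVA with adjusted p and ANOVA on 2 groups, and the other 16 were not. Both settings restricted to probe sets with 1 gene symbol, chosen after seeing the values, were within it too, and they drop 76 of the 1449 probe sets tested here from the paper's table of all 3 classes.

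For both tumor classes the paper gives 11,077 shared probe sets, 5,348 of them higher, and 16834 and 8464 were found here. The total came within 1.5 times under another quantile normalization, dim probe sets left out, the variation filter, no x_at or s_at probe sets, leaving out MCF-7 replicate 1, either primary tumor replicate or metastasis 1 or 2, and ANOVA, unadjusted, adjusted or on 2 groups, and not under the other 11. The higher count did so under median centring, dim probe sets left out, the variation filter, no x_at or s_at probe sets, leaving out primary tumor replicate 2, and ANOVA with adjusted p or on 2 groups, and not under the other 16.

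For all 3 classes the paper gives 1,451 shared probe sets, 516 higher and 935 lower, and 2285, 840 and 1445 were found here. All 3 counts came within 1.5 times with dim probe sets left out, without x_at and s_at probe sets, without primary tumor replicate 2 and with ANOVA with adjusted p or on 2 groups. Another quantile normalization and leaving out MCF-7/Twist replicate 2 did so for the total and the lower count, and the variation filter for the higher count. Leaving out MCF-7 replicate 1, primary tumor replicate 1 or metastasis 2, the 5 metastasis arrays and ANOVA did so for the lower count. The remaining settings did not. The settings with 1 gene symbol, chosen after seeing the values, did so for both tumor classes and all 3 classes alike and drop the same 76 probe sets. Of the 1449, all had the paper's direction, 1416 were called here and all with ANOVA on 2 groups.

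Opposite directions were far more frequent here. The paper gives 12 probe sets higher in MCF-7/Twist and lower in both tumor classes, and 1236 were found, and 7 lower and then higher, where 672 were found. With primary tumors the paper gives 228 and 98, where 1364 and 774 were found, and with lung metastases 156 and 87, where 1522 and 736 were found. No setting came within 1.5 times of any of these, the lowest being 824, 374, 962, 468, 1063 and 429. If probe sets called the same way in the other tumor class are not counted, a choice made after the values were seen, 128 and 102 remain for primary tumors and 286 and 64 for lung metastases, of which 102 and 64 lie within 1.5 times of the paper's. The probe sets in the paper's tables of these groups were tested here: all 12 and all 7 were called in the paper's directions, and 209 of 228, 90 of 98, 154 of 156 and 85 of 87. With ANOVA on 2 groups all of them were called.

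The paper's text gives 6,648 lower probe sets in primary tumors and its figure 6468. With 5,887 higher ones only the latter adds up to the 12,355 of the text, and 9143 were found here.

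The paper gives 2,796 probe sets with several genes, and the annotation used here gives 1801. The alternatives do not change this count.

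The paper states that MCF-7 lay farthest from the lung metastases in hierarchical clustering and clustered with MCF-7/Twist in PCA, both with human breast tumors, which were not analysed here. Here the mean distance to lung metastases was 171 from MCF-7 and 248 from MCF-7/Twist, and MCF-7 joined the tumors before MCF-7/Twist. Standardizing probe sets, chosen after seeing the data, joined MCF-7 to MCF-7/Twist at 364. The paper's pathway statements come from pathway software (IPA), whose gene sets and scores were not used here. The lists here count transcripts of genes chosen for this work, so the measures are unlike. The paper states that signaling by Rho GTPases, IL-6, NGF and JAK/Stat rose in all 3 classes. Here the IL-6, JAK and STAT list passed in MCF-7/Twist (camera, adjusted p = 0.0425, and adjusted p = 0.136 with an estimated correlation), the Rho GTPase and NGF lists in no class, and in tumors the IL-6 list (primary tumors) and the NGF list passed only with the median of each gene's probe sets. The direction of those calls in tumors is not given here, so they do not show a rise. The paper states that PPAR signaling was reduced. Here 7 of 20 PPAR and RXR genes were higher and none lower in MCF-7/Twist, and 1 was higher and 3 were lower in each tumor class. The paper states that translation rose. Here translation factor genes were 0 higher and 2 lower in MCF-7/Twist, 2 higher and 3 lower in primary tumors and 3 higher and 3 lower in lung metastases. LMO3 and SLC6A14 ranked as the paper ranks them, and the fold changes of EDIL3, LDHB, ESR1, GATA3, CDH1, SETD5, TFAP2A, SLC6A14 and TCN1 had the paper's direction.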

Other observations

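Some stress and metabolic programs have not been described above. The paper lists the response of NRF2, the regulator of oxidative stress defense, among the top pathways of MCF-7/Twist. Of 21 NRF2 target genes 10 were higher and none lower there (11 and none adjusted over the list alone), with a median of 0.59 (camera, adjusted p = 7.40e-06, and adjusted p = 0.108 with an estimated correlation). AKR1C3, a reductase of steroids and prostaglandins, changed by 4.82 and TXNRD1, thioredoxin reductase, by 2.11. In tumors 2 higher and 2 lower were called in primary tumors and 2 higher and 3 lower in lung metastases. Of 21 hypoxia and glycolysis genes, 9 were higher and 3 lower in MCF-7/Twist, with a median of 0.50 (camera, adjusted p = 0.00989). The call was lost with an estimated correlation (adjusted p = 0.108), without x_at and s_at probe sets (adjusted p = 0.544) and under the variation filter, where the direction turned (adjusted p = 0.944). VEGFA, the vascular growth factor, changed by 1.97 and SLC2A1, a glucose transporter, by -1.28. In tumors 1 higher and 5 lower were called in primary tumors and 1 higher and 6 lower in lung metastases (1 and 5 adjusted over the list alone).

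Lists that did not pass camera still held strong single changes. Interferon-response genes went both ways, 5 higher and 6 lower of 25 in MCF-7/Twist (6 and 7 adjusted over the list alone), 1 higher and 8 lower in primary tumors (0 and 8 adjusted over the list alone, with a median of 0.05 and a mean of -0.26) and 3 higher and 9 lower in lung metastases. IFI6, a mitochondrial antiviral protein, changed by 1.10, -1.49 and -1.54, and IFITM1, a membrane antiviral protein, by -3.11 in MCF-7/Twist. Unfolded protein and amino acid stress genes were 4 higher and 4 lower of 20 in MCF-7/Twist, 5 higher and 8 lower in primary tumors and 5 higher and 7 lower in lung metastases, with HYOU1, an endoplasmic reticulum chaperone, at -0.64, 1.11 and 1.15 and VLDLR, a lipoprotein receptor, at 3.65 in MCF-7/Twist. Immediate-early genes were 5 higher and 3 lower of 15 in MCF-7/Twist and 1 higher and 4 lower in each tumor class, with CCN1, a matrix signaling protein, at 2.98. Sterol and fatty acid synthesis genes were 5 higher and 2 lower of 19 in MCF-7/Twist, 4 higher and 2 lower in primary tumors and 4 higher and 3 lower in lung metastases, and passed camera in the tumors with the median of each gene's probe sets (adjusted p = 0.0216 and 0.0378). FASN rose by 3.80 and 4.14 there at 1 of its 2 probe sets. Except where given, these counts and those of the next paragraph were the same adjusted over the list alone.

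Breast stem cell genes were 4 higher and none lower of 9 in MCF-7/Twist (camera, adjusted p = 0.0589), 1 higher and 2 lower in primary tumors and 1 higher and 3 lower in lung metastases, with ALDH1A3, an aldehyde dehydrogenase, at 5.05 in MCF-7/Twist. Basal and myoepithelial markers were 1 higher and 1 lower of 9 in MCF-7/Twist (median -0.14, mean 0.02) and 3 higher and none lower in each tumor class, with CDH3, a cadherin of basal cells, at -2.44, 0.91 and 0.78. HER2 amplicon genes were 1 higher and 1 lower of 11 in MCF-7/Twist, 3 higher and 2 lower in primary tumors and 4 higher and 2 lower in lung metastases, with GRB7, a signaling adaptor, at 1.25 and 1.28. Of 31 genes of the paper's RT-PCR panels and text, 9 higher and 14 lower were called in MCF-7/Twist (10 and 14 adjusted over the list alone), 6 higher and 9 lower in primary tumors and 5 higher and 11 lower in lung metastases, by array and not by RT-PCR.

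Of the following tests, that of probe set names was chosen after the result was seen. The largest rises in the tumor cultures may reflect single probe sets rather than genes. For the 100 genes with the highest raised probe sets in both tumor classes, the other probe sets had 0.031 times the change of the raised ones, and in 37 genes the others moved the other way, while among genes raised in MCF-7/Twist this ratio was 0.292 and the number 5. Genes lowered in both tumor classes gave 0.155 and 25, so the feature is not limited to the rises. Another called probe set was found in 52 of the genes raised in tumors and in 84 of those raised in MCF-7/Twist. Probe sets whose name ends in s_at or x_at, which can read several transcripts or genes, made up 60.0% of the raised probe sets and 35.7% of all probe sets of such genes, against 28.0% of those raised in MCF-7/Twist. No biological explanation was tested, and alternative transcripts stay open.

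The splits of the replicates into groups of 4 and 6 gave a result as large as the real one in 1 of 100, the real one itself. Of the 12073 probe sets called in MCF-7/Twist, 6728 were called in neither tumor class.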
